# Cannabinoid receptor 1 signalling modulates stress susceptibility and microglial responses to chronic social defeat stress

**DOI:** 10.1038/s41398-021-01283-0

**Published:** 2021-03-15

**Authors:** Eva C. Beins, Thomas Beiert, Imke Jenniches, Jan N. Hansen, Este Leidmaa, Jan W. Schrickel, Andreas Zimmer

**Keywords:** Physiology, Molecular neuroscience

## Abstract

Psychosocial stress is one of the main environmental factors contributing to the development of psychiatric disorders. In humans and rodents, chronic stress is associated with elevated inflammatory responses, indicated by increased numbers of circulating myeloid cells and activation of microglia, the brain-resident immune cells. The endocannabinoid system (ECS) regulates neuronal and endocrine stress responses via the cannabinoid receptor 1 (CB1). CB1-deficient mice (*Cnr1*^−/−^) are highly sensitive to stress, but if this involves altered inflammatory responses is not known. To test this, we exposed *Cnr1*^+/+^ and *Cnr1*^−/−^ mice to chronic social defeat stress (CSDS). *Cnr1*^−/−^ mice were extremely sensitive to a standard protocol of CSDS, indicated by an increased mortality rate. Therefore, a mild CSDS protocol was established, which still induced a behavioural phenotype in susceptible *Cnr1*^−/−^ mice. These mice also showed altered glucocorticoid levels after mild CSDS, suggesting dysregulation of the hypothalamic–pituitary–adrenal (HPA) axis. Mild CSDS induced weak myelopoiesis in the periphery, but no recruitment of myeloid cells to the brain. In contrast, mild CSDS altered microglial activation marker expression and morphology in *Cnr1*^−/−^ mice. These microglial changes correlated with the severity of the behavioural phenotype. Furthermore, microglia of *Cnr1*^−/−^ mice showed increased expression of *Fkbp5*, an important regulator of glucocorticoid signalling. Overall, the results confirm that CB1 signalling protects the organism from the physical and emotional harm of social stress and implicate endocannabinoid-mediated modulation of microglia in the development of stress-related pathologies.

## Introduction

Stress is defined as a state in which homoeostasis is threatened by external or internal potentially harmful stimuli^1^. The body’s response to these stressors includes the activation of the hypothalamic–pituitary–adrenal (HPA) axis and the sympathetic nervous system (SNS), which both influence behavioural and immunological responses to stress. If homoeostasis is not restored after cessation of the stressor or disrupted over a long period, these responses (e.g. elevated glucocorticoid (GC) levels) become harmful and can result in disease. Thus, chronic stress is one of the major environmental factors in the development of affective disorders, such as anxiety and depression^2^. However, the underlying mechanisms are still not fully understood. In the last decades, the importance of inflammatory processes in these disorders has become increasingly evident^3,4^. While GCs are generally potent immunosuppressants, chronic stress is associated with GC resistance and exacerbated inflammatory processes, such as increased myeloid cell counts and elevated levels of circulating interleukin-6 (IL-6)^5,6^.

Rodent models of chronic social stress recapitulate many of the behavioural, endocrine, and immunological symptoms associated with chronic stress and neuropsychiatric disorders in humans. For example, repeated social defeat stress induces the production of myeloid cells in the bone marrow and trafficking of inflammatory monocytes to other organs, including the brain^7,8^. The proliferation of hematopoietic stem cells and the mobilisation of monocytes from the bone marrow during chronic stress is dependent on adrenergic^6^ as well as GC signalling^9^. In the brain, chronic stress induces neuroinflammation and activates microglia—the brain-resident immune cells^10–14^. The functional relevance of microglia in depression-related pathologies was further repeatedly demonstrated in other studies using genetic and pharmacological inhibition of microglia activation^15–17^.

The endocannabinoid system (ECS), a neuromodulatory signalling system, is activated after stress exposure and has homoeostatic functions^18–20^. The ECS comprises the cannabinoid receptors CB1 and CB2, which are activated by the endocannabinoids 2-arachidonoylglycerol (2-AG) and N-arachidonoyl ethanolamine (anandamide; AEA). The CB1 receptor is abundantly expressed in the central and peripheral nervous system, where it modulates synaptic transmission by suppressing excessive neurotransmitter release via retrograde negative feedback^21^. Its expression is especially high in brain regions associated with the regulation of emotion, mood, cognition and stress responses, suggesting a prominent role of CB1 signalling in modulating these processes^22^. In line with this, pharmacological blockade or genetic disruption of CB1 is associated with increased anxiety-, and depressive-like behaviour, impaired extinction of aversive memories and increased stress sensitivity^22,23^. CB1 signalling is essentially involved in regulating stress responses by modulating the fast feedback inhibition of the HPA axis and its adaptation during repeated stress exposure^24–30^. Furthermore, CB1 receptors are expressed on adrenergic and noradrenergic neurons both in the brain and peripheral nerves, where their activation inhibits noradrenaline (norepinephrine, NE) release^31–36^. Although it is known that CB1 signalling regulates neuronal and endocrine stress responses, it is largely unknown if and how it affects immunological responses to stress and whether these contribute to the increased stress-susceptibility in the absence of CB1 signalling. Generally, blocking CB1 signalling in peripheral organs appears to be protective under chronic inflammatory conditions, such as liver fibrosis, where the protective effects are mediated by reducing macrophage migration and pro-inflammatory activation^37,38^. In the brain, lack of CB1 receptors on GABAergic forebrain neurons alters neuroinflammatory processes and microglial activation at baseline as well as during ageing and in response to pro-inflammatory stimuli^39,40^. CB1 activation was further shown to protect against immobilisation/acoustic stress-induced excitotoxicity and neuroinflammation in the prefrontal cortex (PFC)^41^. Additionally, it was recently shown that cannabinoid agonist treatment during repeated social defeat can attenuate stress-induced neuroinflammation and anxiety-like behaviour^42^. Whether these effects were mediated by CB1 or CB2 receptors is, however, not known.

In this study, we analysed the behavioural, endocrine, and inflammatory responses to chronic social defeat stress (CSDS) in CB1-deficient mice (*Cnr1*^−/−^) and their wild type littermates (*Cnr1*^+/+^). We show that *Cnr1*^−/−^ mice are highly susceptible to CSDS, which is accompanied by altered GC signalling, minor changes in peripheral myeloid cell populations and altered microglial function.

## Materials and methods

### Mice

Eight- to ten-week-old male *Cnr1*^−/−^ and *Cnr1*^+/+^ littermates were used for the experiments (strain B6.cg Cnr1 tm1Zim^43^). Male CD1 aggressor mice (retired breeders) were obtained from a commercial breeder (Janvier). Mice were housed in standard laboratory cages under specific pathogen free conditions with *ad libitum* access to food and water. At least 1 week before starting the experiments, mice were habituated to a reversed light-dark cycle (lights on at 9 p.m., lights off at 9 a.m.). All experiments followed the guidelines of the German Animal Protection Law and were approved by the Local Committee for Animal Health, LANUV NRW (84-02.04.2015.A192). Detailed information on the mouse lines and cohorts are provided in the supplementary materials.

### Chronic social defeat stress (CSDS)

In the standard CSDS paradigm, mice were subjected to daily sessions of 5–10 min of social defeat by a novel CD1 aggressor on 10 consecutive days, as described elsewhere^44^. A mild CSDS paradigm was established later, with only 1–2 min of defeat per day. Defeat sessions were performed at the beginning of the active (dark) phase. After each session, animals were separated by a transparent perforated plastic wall to allow sensory, but not physical contact for the following 24 h. Control mice were housed with two unfamiliar mice per cage, separated by a perforated wall. Subsequent to the last defeat session, mice were single-housed and tested in different stress-related behavioural paradigms (open field, social avoidance, sucrose preference, nestlet test), as described in the supplementary materials.

### Stress scoring system

To determine the overall effects of stress and genotype on behaviour, a stress score was calculated for each mouse from all behavioural test results. For each parameter, a score from zero to three was assigned, based on the deviation from wild type control values (0 = within 1x standard deviation (s.d.), 1 = more than 1x s.d., 2 = more than 2x s.d., 3 = more than 3x s.d). The stress score was calculated as the mean of all individual scores.

### Telemetric measurement of heart activity

To analyse cardiac activity of mice during CSDS, long-term electrocardiograms (ECG) were recorded in *Cnr1*^−/−^ mice (*n* = 7). Two weeks before starting the CSDS paradigm, mice were implanted with telemetric ECG-transmitters specifically made for small rodents (Data Science International, St. Paul, USA). A detailed description of the surgical procedure is provided in the supplementary materials.

### Tissue collection and isolation of cells

One day after the last defeat, mice were deeply anaesthetised and perfused with ice-cold PBS. Blood, bone marrow, spleen and brain tissues were collected and processed for flow cytometry, gene expression analysis (qPCR) or immunohistochemistry, as described in the supplementary materials.

### Flow cytometry

Cells were incubated with Fc-block (anti-mouse CD16/32) followed by primary antibody staining. Antibodies used were anti-mouse CD45, CD11b, Ly6C, CCR2, CD11c, CD115, MerTK, MHCII, lineage (CD3, CD19, NK1.1, Ly6G, TER-119), followed by APC/Cy7 streptavidin incubation for detection of biotinylated lineage antibodies (see Supplementary Table 1 for antibody details). Erythrocytes from blood, bone marrow and spleen tissue were lysed in 1x RBC-lysis buffer. Dead cells were stained using DRAQ7^TM^. Flow cytometric analysis was performed using a BD FACSCanto II and FACSDiva Software (BD). Samples with less than 5000 total live cells were excluded from analysis. Resulting files were analysed using FlowJo version 10.0.6 (Tree Star Inc.).

### RNA-isolation, reverse transcription and quantitative real-time PCR (qPCR)

Total RNA from cells or frozen tissue was extracted using Trizol^®^ Reagent (Life Technologies) according to the manufacturer’s instructions. RNA was digested with recombinant DNase I (Sigma-Aldrich) and reverse transcribed into cDNA using SuperScript™ II Reverse Transcriptase (Invitrogen). Expression of mRNA was analysed using TaqMan^®^ Gene Expression Master Mix and Gene Expression Assays (Applied Biosystems™). qPCR was performed using the LightCycler 480 (Roche). Assays used were *Cxcl12* (Mm00445553_m1) and *Hprt1* (Mm03024075_m1) as reference gene. Data were normalised to *Cnr1*^+/+^ unstressed controls.

### IL-6 ELISA

Plasma IL-6 was measured using the Mouse IL-6 ELISA Ready-SET-Go!^®^ Kit (eBioscience), following the manufacturer’s instructions. Samples and standards (4–500 pg/ml) were diluted in assay diluent and tested in duplicates.

### Corticosterone ELISA

Plasma was prepared from blood collected by cardiac puncture ~24 h after the last defeat session (9:00–10:00 a.m.). Faeces were collected during the 24 h period of single-housing after the last defeat session. Plasma and faecal corticosterone levels were measured using the DetectX^®^ Corticosterone Enzyme Immunoassay Kit (Arbour Assays), according to the manufacturer’s protocol. Steroids were extracted from dried faeces using 100% EtOH, concentrated by vacuum evaporation, dissolved in 100% EtOH and diluted with assay buffer. Plasma samples were incubated with dissociation reagent and diluted with assay buffer. Samples and standards (78.128–10000 pg/ml) were tested in duplicates.

### Immunohistochemistry, image acquisition and analysis

For analysis of microglia and neurovascular changes, free-floating 60 µm brain sections were stained for IBA1, ICAM-1 and CD45 and imaged using a Leica TCS SP8 confocal microscope. For overviews, images were acquired with a 20x objective. For microglia morphology analysis, z-stacks of 40–50 µm were acquired using the 63x objective. Images were analysed using Fiji (ImageJ 2.0.0). 3D reconstruction and analysis of microglia was performed using custom-written ImageJ plug-ins, as described previously^45^. To analyse SNS innervation of the bone marrow, longitudinal 10 µm cryosections of post-fixed, decalcified tibias were stained for tyrosine hydroxylase (TH) positive nerve endings. Z-stacks of 10 µm were acquired using the 63x objective. Next to fluorescent TH and DAPI, a transmitted light picture was taken for identification of blood vessels. A detailed description of the procedures and imaging settings is provided in the supplementary materials.

### Isolation of microglia for RNA-sequencing

Microglia (CD11b + cells) were isolated from brain tissue of stress-naïve male *Cnr1*^*+/+*^ and *Cnr1*^−/−^ mice (*n* = 3 per genotype) by magnetic cell separation. Briefly, mice were deeply anaesthetised and perfused with ice-cold PBS. Brains were collected in FACS buffer and mechanically dissociated in glass douncers in 5 ml FACS buffer + 20 µg/ml DNase I (Roche). Homogenates were filtered through a 70 µm cell strainer, washed and centrifuged (300 × *g*, 10 min, 4 °C). For myelin removal, cells were resuspended in 40% Percoll and centrifuged (300 × *g*, 30 min, 4 °C), after which myelin and supernatant were removed and pelleted cells washed in FACS buffer. CD11b + cells were isolated using CD11b MicroBeads (MACS^®^, Miltenyi Biotec) according to the manufacturer’s instructions. Isolated cell pellets were snap-frozen in liquid nitrogen and stored at −80 °C.

### RNA-sequencing and analysis

Total RNA was isolated from isolated microglia using the Qiagen RNeasy Mini Kit according to the manufacturer’s instructions and eluted in 30 µl of RNAse-free water. Subsequent processing of RNA was performed at the NGS core facility of the University of Bonn. Quality control was performed using an Agilent TapeStation. Libraries for sequencing were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen) as per manufacturer instructions. Reads were sequenced on an Illumina HiSeq 2500 V4 in high output mode. Approximately 10 million single-reads of 50 bp length were obtained per sample library. RNA-Seq data can be accessed under GSE152266. Data analysis was performed using the Lexogen QuantSeq pipeline implemented in Partek^®^ Flow^®^ Genomic Analysis Software, with small modifications. A description of the analysis is provided in the supplementary materials.

### Statistical analysis

Statistical analysis was performed using Prism 6 (GraphPad). Statistical outliers were identified using the ROUT method (Q = 1%). Normality testing was performed using D’Agostino & Pearson for group sizes *n* > 7 and Shapiro–Wilk test for *n* < 7. Data were mostly analysed using two-way ANOVA, followed by Bonferroni multiple comparisons test. If more than one group did not follow normal distribution, Kruskal–Wallis test with Dunn’s multiple comparisons test was used. Correlation with behavioural stress scores was performed using Spearman correlation. *P* values < 0.05 were considered statistically significant. Statistical tests and results are reported in the figure legends.

## Results

### CB1-deficiency increases mortality rates upon severe stress exposure

In the first set of experiments, *Cnr1*^+/+^ and *Cnr1*^−/−^ mice were submitted to a standard protocol of CSDS, with 5–10 min of daily defeat sessions (Fig. 1A). However, nearly 50% of *Cnr1*^−/−^ died during the first days of stress exposure (Fig. 1B), whereas the mortality rate for *Cnr1*^+/+^ mice was ~10%. A similar increase in mortality rates was also observed during standard CSDS in mice that lack DAGLα, the main 2-AG synthesising enzyme (*Dagla*^−/−^ 30%, *Dagla*^fl/fl^ controls 7%, Supplementary Fig. 1). The animals did not die during the physical defeat, but rather during the subsequent 24-hour period of sensory contact. Since social defeat models are associated with high incidence of cardiac arrhythmias^46^, heart activity was analysed in *Cnr1*^−/−^ mice during CSDS using long-term telemetric ECG recordings (Fig. 1C). All mice that died during the experiment were bradycardic on the day of death and showed a third degree atrioventricular (AV) block, indicated by a complete dissociation of atrial and ventricular signals.

**Fig. 1:**
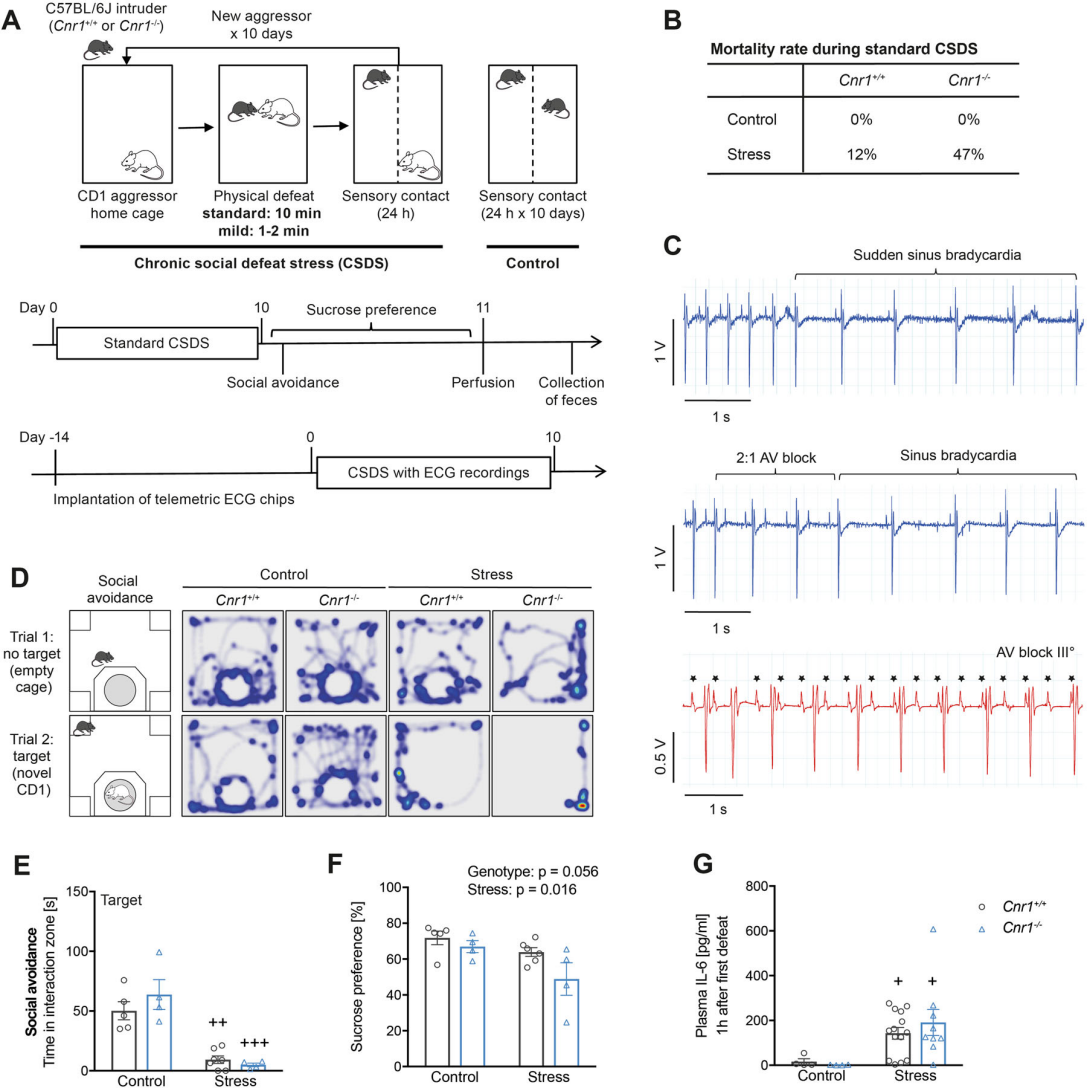
*Cnr1*^−/−^ mice show increased mortality rates during standard CSDS. **A** Experimental setup for standard and mild CSDS. **B** Mortality rates of mice during standard CSDS. **C** Exemplary traces of ECG recordings of two *Cnr1*^−/−^ mice that died during standard CSDS exposure. Top panel: example of a mouse with sudden development of sinus bradycardia. Middle panel: initial sinus rhythm (beat 1–2) with development of a short period of 2:1 atrioventricular (AV) block (beat 3–5), devolving into sinus bradycardia. Lower panel: development of a total AV block (third degree, III°). Note the complete dissociation of atrial (P wave, indicated by stars) and ventricular (QRS complex) signals. **D** Representative heatmap visualisation of the social avoidance test, illustrating the position of mice during the two trials of the test. **E** Social avoidance behaviour, measured as interaction time with a target CD1 mouse in surviving mice after standard CSDS (stress: *F*_(1,16)_ = 54.43, *p* < 0.0001). **F** Anhedonia was measured in the sucrose preference test (stress: F_(1,15)_ = 7.31, *p* = 0.016; genotype: F_(1,15)_ = 4.31, *p* = 0.056). **G** Plasma IL-6 was measured 1 h after the first 10 min stress exposure (stress: F_(1,26)_ = 14.98, *p* = 0.0007; the outlier in the *Cnr1*^−/−^ stress group (607 pg/ml) was not included during statistical analysis). Data were analysed by two-way ANOVA followed by Bonferroni post-hoc test for multiple comparison. Post-hoc significances shown in graph: *p < 0.05 vs*. Cnr1*^+/+^ of the same condition; +*p* < 0.05 vs. control of the same genotype.

Behavioural analysis of surviving mice showed clear stress effects in the social avoidance test, indicated by significantly reduced interaction with a target CD1 mouse and increased time spent in corners for both genotypes (Fig. 1D, E, Supplementary Fig. 2). A significant main effect of stress was also detected for sucrose preference (Fig. 1F). Overall, there were no clear differences in the stress-induced behaviour between *Cnr1*^−/−^ and *Cnr1*^+/+^ mice after standard CSDS, which may have been due to a ceiling effect and the loss of highly susceptible *Cnr1*^−/−^ mice. Additional data on behavioural, endocrine, and immunological effects of standard CSDS are provided in Supplementary Fig. 2. Previous studies have shown that high susceptibility to CSDS is correlated with increased IL-6 production by peripheral leucocytes^47^. Furthermore, high levels of IL-6 are associated with increased risk of cardiovascular mortality in humans^48^. Therefore, blood was collected from submandibular veins 1 h after the first stress exposure to determine plasma concentrations of IL-6. Analysis revealed a main effect of stress, with stressed mice of both genotypes showing significantly higher IL-6 levels than unstressed controls (Fig. 1G). In our study, plasma levels of IL-6 were however not correlated to behavioural stress-susceptibility (Supplementary Fig. 3). Interestingly, one *Cnr1*^−/−^ mouse that was found dead on the following day showed extremely high plasma IL-6 levels (607 pg/ml) (Fig. 1G).

### Cnr1^−/−^ mice are more susceptible to mild CSDS

In order to prevent mortality of *Cnr1*^−/−^ mice, we adjusted the CSDS paradigm to a much milder version by limiting the daily defeat sessions to 1–2 min (Figs. 1A and 2A). In the social avoidance test, mild CSDS had no effect on exploratory activity (empty cage–no target), but *Cnr1*^−/−^ mice showed significantly reduced interactions with a CD1 target (Fig. 2E) and increased time spent in corners (Fig. 2F). In contrast, the differences were not significant for *Cnr1*^+/+^ mice. In the open field test, significant stress and genotype effects were detected for the frequency to enter the centre of the arena (Fig. 2B). Further, control and stressed *Cnr1*^−/−^ mice spent significantly less time in the centre than corresponding *Cnr1*^+/+^ mice, indicating increased baseline anxiety-like behaviour (Fig. 2C). Nest building behaviour, a sensitive readout for home cage activity and self-care, was also reduced after stress exposure and importantly, the majority of stressed *Cnr1*^−/−^ mice did not start building a nest at all (Fig. 2G, H). Non-parametric analysis revealed a significant reduction of nest building between control and stressed *Cnr1*^−/−^ mice. Mild CSDS had no effect on sucrose preference, but *Cnr1*^−/−^ mice generally showed a reduced sucrose preference (Fig. 2I). We observed that these other behavioural domains were not correlated with stress-susceptibility in the social avoidance test, which is typically used to discriminate between stress susceptible and resilient mice (Supplementary Fig. 3). To have an overall readout of behavioural stress-susceptibility, we therefore developed a behavioural stress scoring system that incorporates the performance in all behavioural tests (Fig. 2J). Here, a significant stress effect was only observed in *Cnr1*^−/−^ mice.

**Fig. 2:**
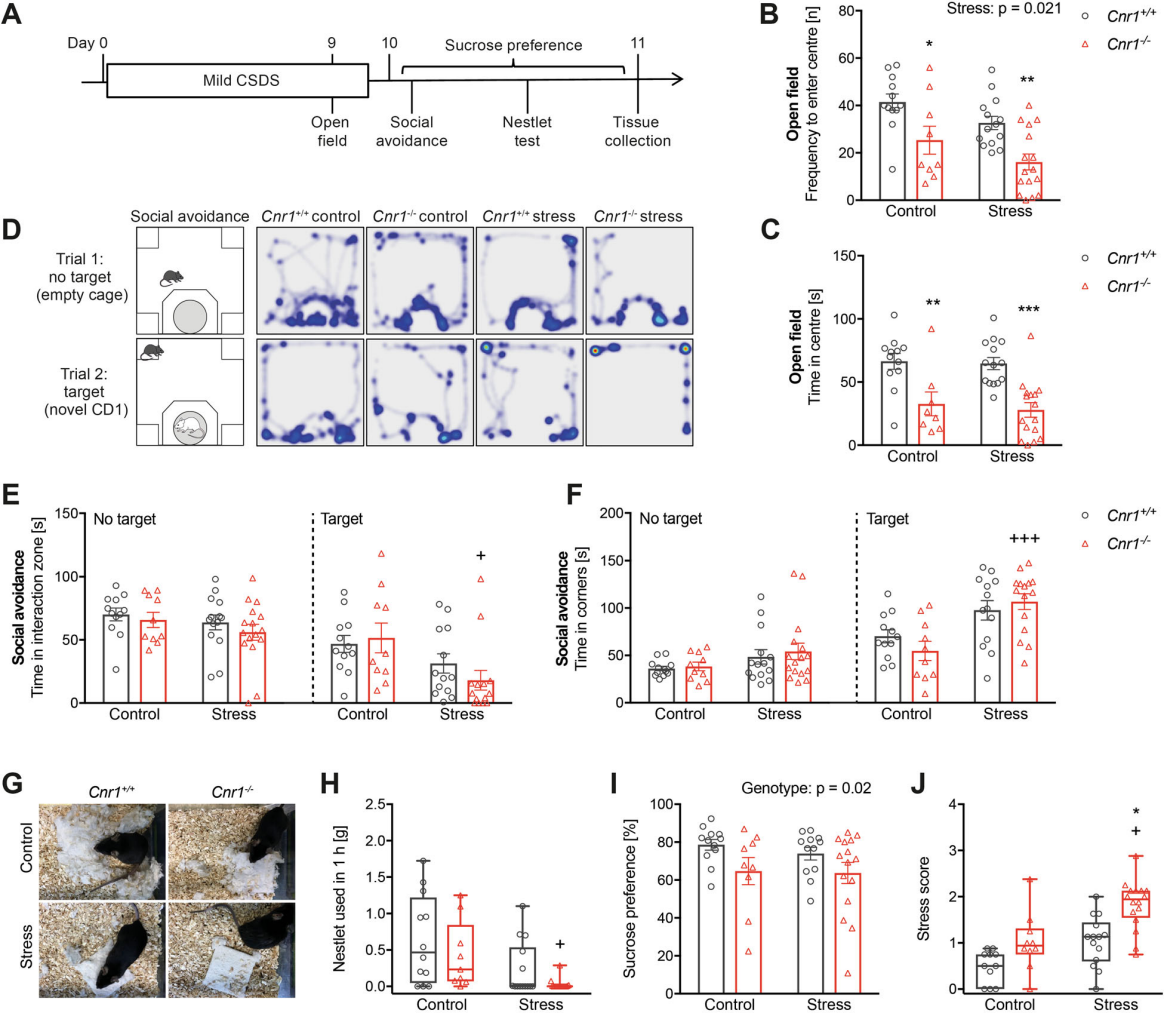
*Cnr1*^−/−^ mice are behaviourally more susceptible to mild CSDS. **A** Timeline of the mild CSDS paradigm and subsequent behavioural experiments. See Fig. 1A for detailed experimental setup. **B**, **C** Anxiety-like behaviour in the open field test, was evaluated by the frequency to enter the centre (genotype: *F*_(1,47)_ = 18.63, *p* < 0.0001; stress: *F*_(1,47)_ = 5.67, *p* < 0.021) and the time spent in the centre (genotype: *F*_(1,46)_ = 29.96, *p* < 0.0001). **D** Representative heatmap visualisation of the social avoidance test, illustrating the position of the mice during the two trials of the test. **E** Interaction with an empty cage (no target; no significant main effects) or interaction with a novel CD1 mouse (target; stress: *F*_(1,45)_ = 8.50, *p* = 0.006). **F** Time spent in corner zones with no target (no significant main effects) or with a CD1 target present (stress: F_(1,46)_ = 19.23, *p* < 0.0001). **G**, **H** Nest building behaviour was measured after mild CSDS (Kruskal–Wallis statistic = 14.43, *p* = 0.006). **I** Anhedonia was analysed using the sucrose preference test (genotype: *F*_(1,44)_ = 5.82, *p* = 0.020). **J** Behavioural stress scores were calculated for individual mice based on their performance in all behavioural tests, ranging from zero (no phenotype) to three (strong phenotype) (Kruskal–Wallis statistic = 25.1, *p* < 0.0001). Data were analysed by two-way ANOVA followed by Bonferroni post-hoc test for multiple comparison or by non-parametric Kruskal–Wallis test followed by Dunn’s multiple comparisons. Post-hoc significances shown in graph: *p < 0.05 vs*. Cnr1*^+/+^ of the same condition; +*p* < 0.05 vs. control of the same genotype.

### Cnr1^−/−^ mice show altered HPA axis activity after mild CSDS

We next analysed activity of the HPA axis, the major neuroendocrine stress response system. In the present study, only standard CSDS caused adrenal hypertrophy (Supplementary Fig. 2), whereas mild CSDS had no effect on adrenal gland size (Fig. 3A). Analysis of corticosterone (CORT) in faecal samples collected during the 24-hour period after the last mild CSDS exposure revealed a stress-induced increase in cumulative CORT excretion in *Cnr1*^+/+^, but not in *Cnr1*^−/−^ mice (Fig. 3B). A similar result was observed after standard CSDS (Supplementary Fig. 2). Circulating CORT levels were measured ~24 h after the last mild CSDS exposure at beginning of the active phase. At this time point, plasma CORT was significantly higher in stressed *Cnr1*^−/−^ mice compared to stressed *Cnr1*^+/+^ mice (Fig. 3C). In *Cnr1*^+/+^ mice, plasma CORT was further negatively correlated with the behavioural stress scores, i.e. most susceptible mice showed the lowest CORT levels (Fig. 3D). In contrast, there was no correlation in *Cnr1*^−/−^ mice (Fig. 3D) and no correlation with faecal CORT levels (data not shown).

**Fig. 3:**
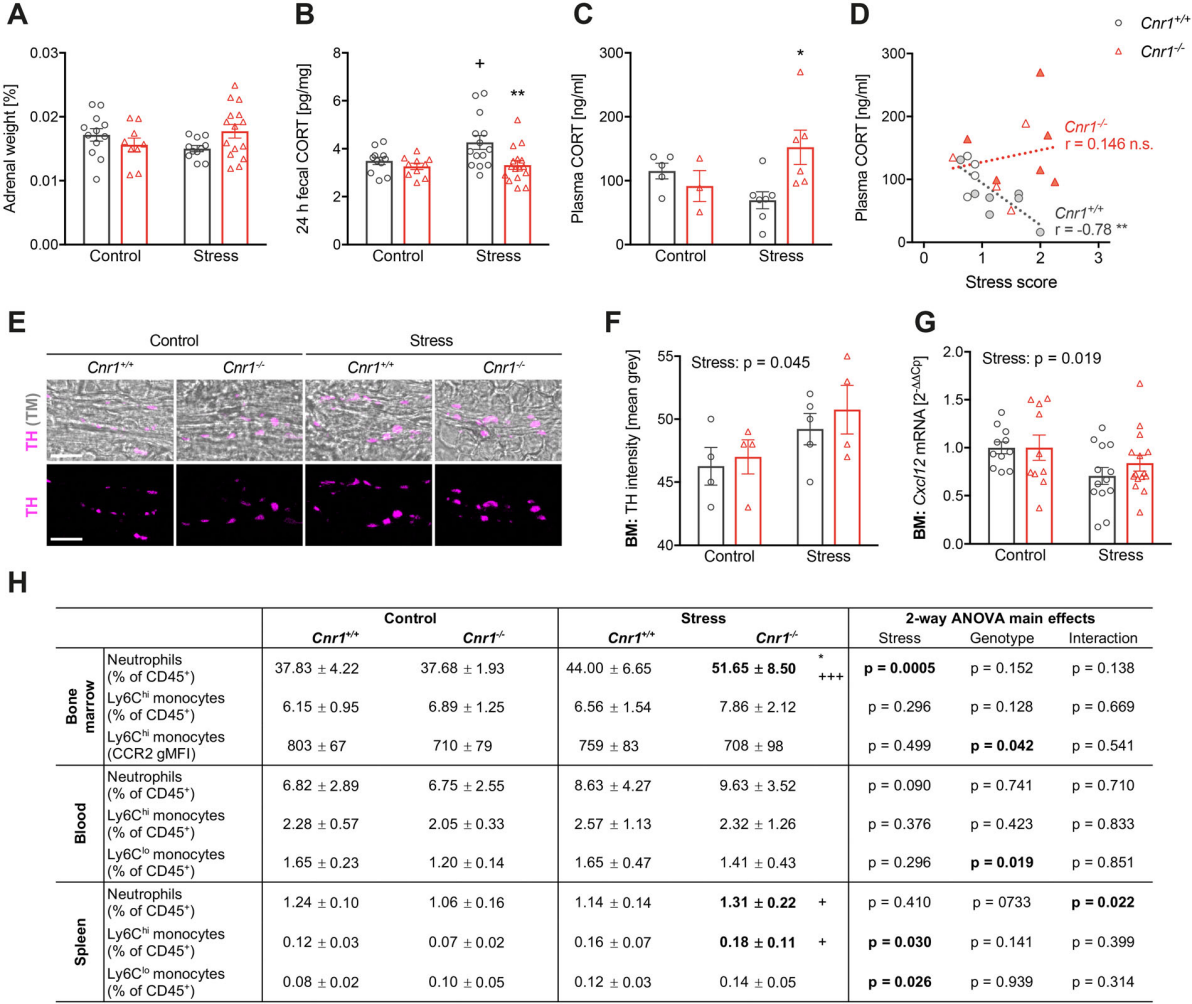
Peripheral effects of mild CSDS. **A** Adrenal glands were harvested and weighed after mild CSDS (stress x genotype interaction: *F*_(1,43)_ = 4.74, *p* = 0.035). **B** Cumulative faecal CORT excretion was measured in faeces collected from a 24 h period after mild CSDS (stress: *F*_(1,47)_ = 3.56, *p* = 0.065; genotype: *F*_(1,47)_ = 7.91, *p* = 0.010). **C** Circulating corticosterone (CORT) was measured in plasma collected ~24 h after the last stress exposure, at the beginning of the active (dark) phase (stress x genotype interaction: *F*_(1,17)_ = 6.41, *p* = 0.022). **D** Plasma CORT levels were correlated to the behavioural stress scores. Spearman correlation was performed for each genotype, independent from stress (*Cnr1*^+/+^: *r* = −0.78, *p* = 0.004; *Cnr1*^−/−^: *r* = 0.146, *p* = 0.686). **E**, **F** Tyrosine hydroxylase (TH) was stained to identify noradrenergic nerve terminals innervating the bone marrow. **E** Representative images showing TH-positive nerve endings surrounding blood vessels within the bone marrow. Upper panels show transmitted light (TM) image and TH signals (magenta); bottom: only TH signal for better visualisation; scale bar = 5 µm. **F** TH + nerve endings were identified by applying an appropriate threshold and TH immunoreactivity (mean grey) was quantified within TH + nerve endings (stress: *F*_(1,13)_ = 4.942, *p* = 0.0446). **G** *Cxcl12* mRNA expression was analysed in isolated bone marrow (BM) using qPCR, data were normalised to the expression of reference gene *Hprt1* (stress: *F*_(1,45)_ = 5.97, *p* = 0.019). **H** Leucocytes from BM, blood and spleen were isolated ~24 h after the last stress exposure and analysed by flow cytometry. Lineage stain included antibodies against CD3, CD19, NK1.1, TER-119, Ly6G and DRAQ7™ for staining dead cells. Neutrophils were identified as CD11b^+^, Lineage/Ly6G^+^, Ly6C^int^. Monocytes were identified as CD11b^+^, Lineage/Ly6G^neg^, CD115^+^ and divided into Ly6C^hi^ and Ly6C^lo^ subsets. Significant differences are indicated by bold font. Data were analysed by two-way ANOVA followed by Bonferroni post-hoc test for multiple comparison. Post-hoc significances shown in graph: *p < 0.05 vs*. Cnr1*^+/+^ of the same condition; +*p* < 0.05 vs. control of the same genotype.

### Mild CSDS induces moderate myelopoiesis in the periphery

During chronic stress, both CORT and NE can induce proliferation and egress of myeloid cells/monocytes from the bone marrow via downregulation of the retention factor CXCL12^6,9^. We therefore stained bone marrow sections for TH, the rate-limiting enzyme in NE synthesis. After mild CSDS, TH immunoreactivity was slightly increased in TH-positive nerve endings innervating the bone marrow, suggesting enhanced NE production (Fig. 3H, I). Gene expression of *Cxcl12* in the bone marrow was reduced after mild CSDS (Fig. 3J), with no differences between the genotypes. We next analysed myeloid cell populations in the bone marrow, blood and spleen using flow cytometry. Overall, effects of mild CSDS on peripheral myeloid cells were relatively small compared to previous reports in the literature and changes observed after standard CSDS (Supplementary Fig. 2). After mild CSDS, we observed significantly increased bone marrow neutrophil frequencies in *Cnr1*^−/−^ mice (Fig. 3K). In contrast, stress had no effect on Ly6C^hi^ monocyte numbers in the bone marrow or in circulation, but significantly increased splenic Ly6C^hi^ monocytes in *Cnr1*^−/−^ mice. Independent from stress, we found that *Cnr1*^−/−^ mice had reduced CCR2 expression on Ly6C^hi^ monocytes in the bone marrow and less circulating Ly6C^lo^ patrolling monocytes.

### Mild CSDS does not induce infiltration of myeloid cell to the brain, but alters microglia activation in Cnr1^−/−^ mice

In rodents, social defeat and consequent anxiety-like behaviour is associated with the recruitment of myeloid cells to the brain, facilitated by increased expression of intracellular adhesion molecule 1 (ICAM-1) on neurovascular endothelial cells^9,49^. After mild CSDS, we observed increased neurovascular ICAM-1 expression in the brain of *Cnr1*^*+/+*^, but not *Cnr1*^−/−^ mice (Fig. 4A, B and Supplementary Fig. 4). Yet, using flow cytometry, we could not detect increased infiltration of peripheral myeloid cells (Fig. 4D–H). However, surface expression of activation markers CD11b and CD40 on microglia was altered after stress (Fig. 4I, J). In *Cnr1*^−/−^, but not *Cnr1*^+/+^ mice, stress significantly increased surface expression of CD11b on microglia (Fig. 4I) and the frequency of CD40 + microglia (Fig. 4J). These parameters were further positively correlated with the behavioural stress score in *Cnr1*^−/−^ mice or when analysing all samples independent of the genotype (Fig. 4K, L). A similar pattern was observed for MHCII + microglia as well (data not shown).

**Fig. 4:**
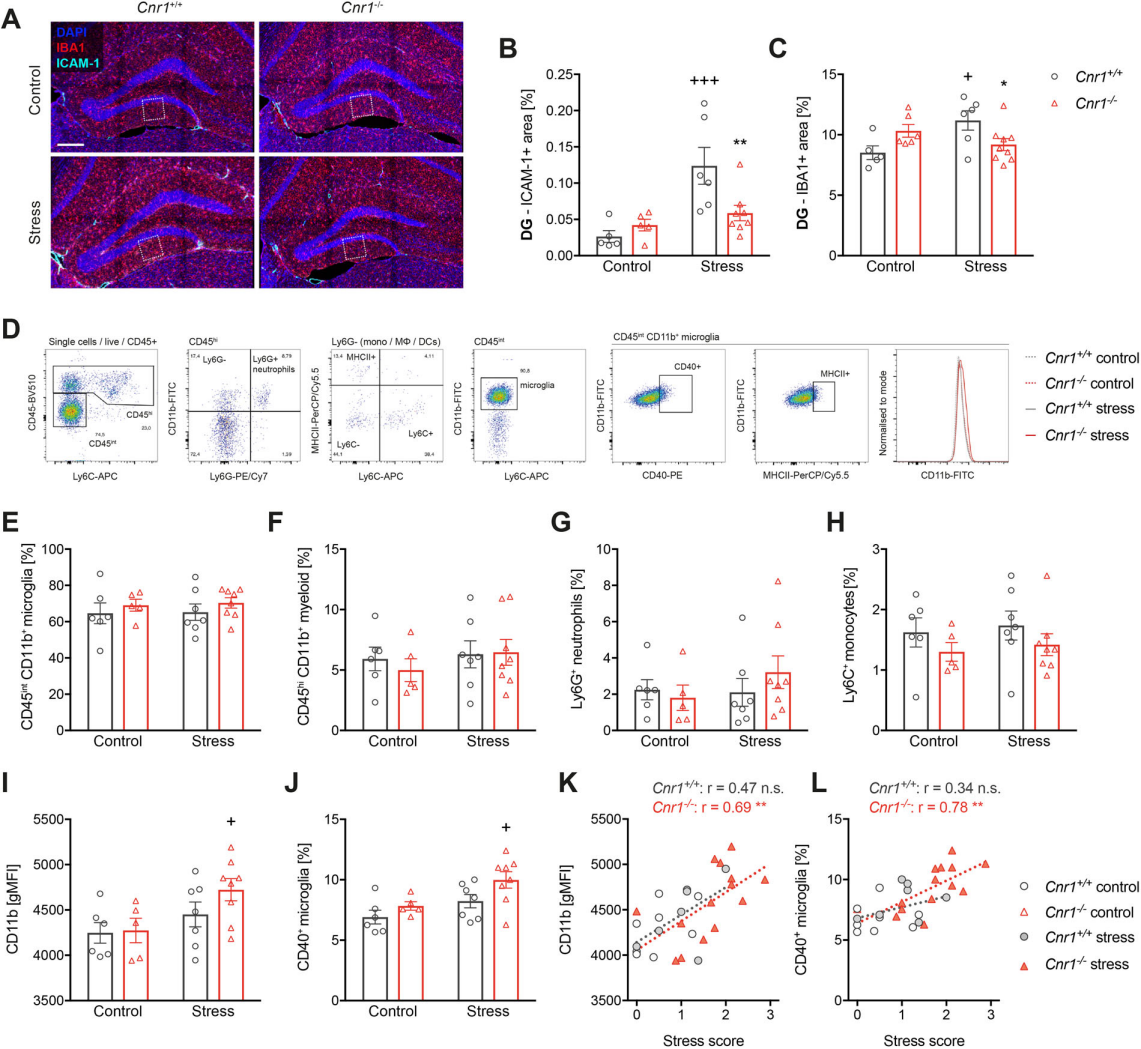
Mild CSDS does not cause infiltration of myeloid cells to the brain, but alters microglial activation in *Cnr1*^−/−^ mice. **A** Immunofluorescent staining of microglia (IBA1, red) and ICAM-1 (cyan) after mild CSDS. Single channels can be seen in Supplementary Fig. 4. Maximum projections of 9 µm z-stacks acquired with 20x magnification are shown (scale bar = 100 µm). **B** Quantification of ICAM-1 + area in the DG (stress: *F*_(1,20)_ = 13.17, *p* = 0.0017; stress x genotype interaction: *F*_(1,20)_ = 6.62, *p* = 0.018) and **C** IBA1 + area in the DG (stress x genotype interaction: *F*_(1,22)_ = 9.23, *p* = 0.006). **D** Representative gating strategy for flow cytometry of brain myeloid cells (pre-gated for single CD45^+^ cells). **E**–**H** Relative frequencies of brain myeloid cells after mild CSDS: **E** microglia (CD45^int^ CD11b^+^ Ly6G^-^) and **F** infiltrated myeloid cells (CD45^hi^ CD11b^+^), which were further separated into **G** neutrophils (CD11b^+^ Ly6G^+^) and **H** Ly6C^hi^ monocytes (CD11b^+^ Ly6G^-^ Ly6C^hi^) (no significant main effects for any). **I** Geometric mean fluorescence intensity (gMFI) of CD11b on microglia (stress: *F*_(1, 22)_ = 6.24, *p* = 0.021)**. J** Percentage of CD40^+^ microglia (stress: *F*_(1, 22)_ = 8.21, *p* = 0.009; genotype: *F*_(1, 22)_ = 4.89, *p* = 0.038). Data were analysed by two-way ANOVA followed by Bonferroni post-hoc test for multiple comparison. Post-hoc significances shown in graph: *p < 0.05 vs*. Cnr1*^+/+^ of the same condition; +*p* < 0.05 vs. control of the same genotype. **K**, **L** Spearman correlation of microglial activation markers with behavioural stress scores: **K** CD11b gMFI (*Cnr1*^+/+^: *r* = 0.47, *p* = 0.082; *Cnr1*^−/−^: *r* = 0.69, *p* = 0.008; both genotypes: *r* = 0.63, *p* = 0.0002). **L** CD40^+^ microglia (*Cnr1*^+/+^: *r* = 0.34, *p* = 0.216; *Cnr1*^−/−^: *r* = 0.78, *p* = 0.001; both genotypes: *r* = 0.65, *p* = 0.0001).

### Mild CSDS alters microglia morphology in a CB1-dependent manner

To further investigate how CB1-deficiency alters microglial function after mild CSDS, we analysed IBA1 immunoreactivity in stress-responsive brain regions. In the dentate gyrus (DG), IBA1 + area was increased by stress in *Cnr1*^+/+^, but not in *Cnr1*^−/−^ mice (Fig. 4C). Similar, but less pronounced effects were seen in the CA1 region, amygdala and mPFC (Supplementary Fig. 4). To confirm that the observed effects were based on microglia and not infiltrated monocytes/macrophages (which are also IBA1 + ), sections were co-stained for IBA1 and TMEM119, a microglia-specific marker that is not expressed by perivascular, meningeal or peripheral macrophages^50^. IBA1 + and TMEM119 + area in the DG were highly correlated with each other and the stress-induced changes in TMEM119 + area were similar to those observed for IBA1 (Supplementary Fig. 5), supporting the finding that mild CSDS did not induce infiltration of peripheral monocytes, but affected brain-resident microglia.

The number of IBA1 + cells in the DG was not different between the groups (Supplementary Fig. 4), suggesting that the difference in IBA1 + area was due to altered morphology or IBA1 expression. Therefore, microglia in the molecular layer of the DG were analysed in more detail, revealing different stress-induced morphological rearrangements in *Cnr1*^−/−^ compared to *Cnr1*^+/+^ mice (Fig. 5). In *Cnr1*^+/+^ mice, stress caused a significant increase in cell soma size, which was not observed in *Cnr1*^−/−^ mice (Fig. 5B). In contrast, 3D reconstruction of individual cells showed that stress specifically altered microglial arborisation in *Cnr1*^−/−^ mice (Fig. 5C–F). Compared to control conditions, the number of branches (Fig. 5D) and cell volume (Fig. 5E) were reduced after stress in *Cnr1*^−/−^ microglia. Control *Cnr1*^−/−^ microglia were slightly larger and more ramified than control *Cnr1*^+/+^ microglia, however these differences did not reach statistical significance in post-hoc comparisons. Similar effects were observed for other morphological parameters and to a lesser extend also for microglia within the CA1 region (Supplementary Fig. 6). The ramification index, a measure for the complexity of the cellular shape, was significantly reduced by stress in both genotypes (Fig. 5F). This was likely caused by reduced branching in *Cnr1*^−/−^ mice and by enlarged cell soma in *Cnr1*^+/+^ mice, respectively. Furthermore, IBA1 intensity on individual microglia was significantly increased by stress in both genotypes and higher on microglia of stressed *Cnr1*^+/+^ compared to stressed *Cnr1*^−/−^ mice (Fig. 5G). Correlation of morphological parameters with the behavioural stress score showed that microglial changes were associated with the behaviour in *Cnr1*^−/−^, but not in *Cnr1*^*+/+*^ mice (Fig. 5H–J). Thus, *Cnr1*^−/−^ mice showing strong behavioural deficits had the lowest microglial complexity (e.g. number of branches, cell volume, ramification index). In contrast, parameters that were altered by stress in *Cnr1*^+/+^ mice were not correlated with the behavioural phenotype, namely IBA1 intensity and soma size (Fig. 5K, L).

**Fig. 5:**
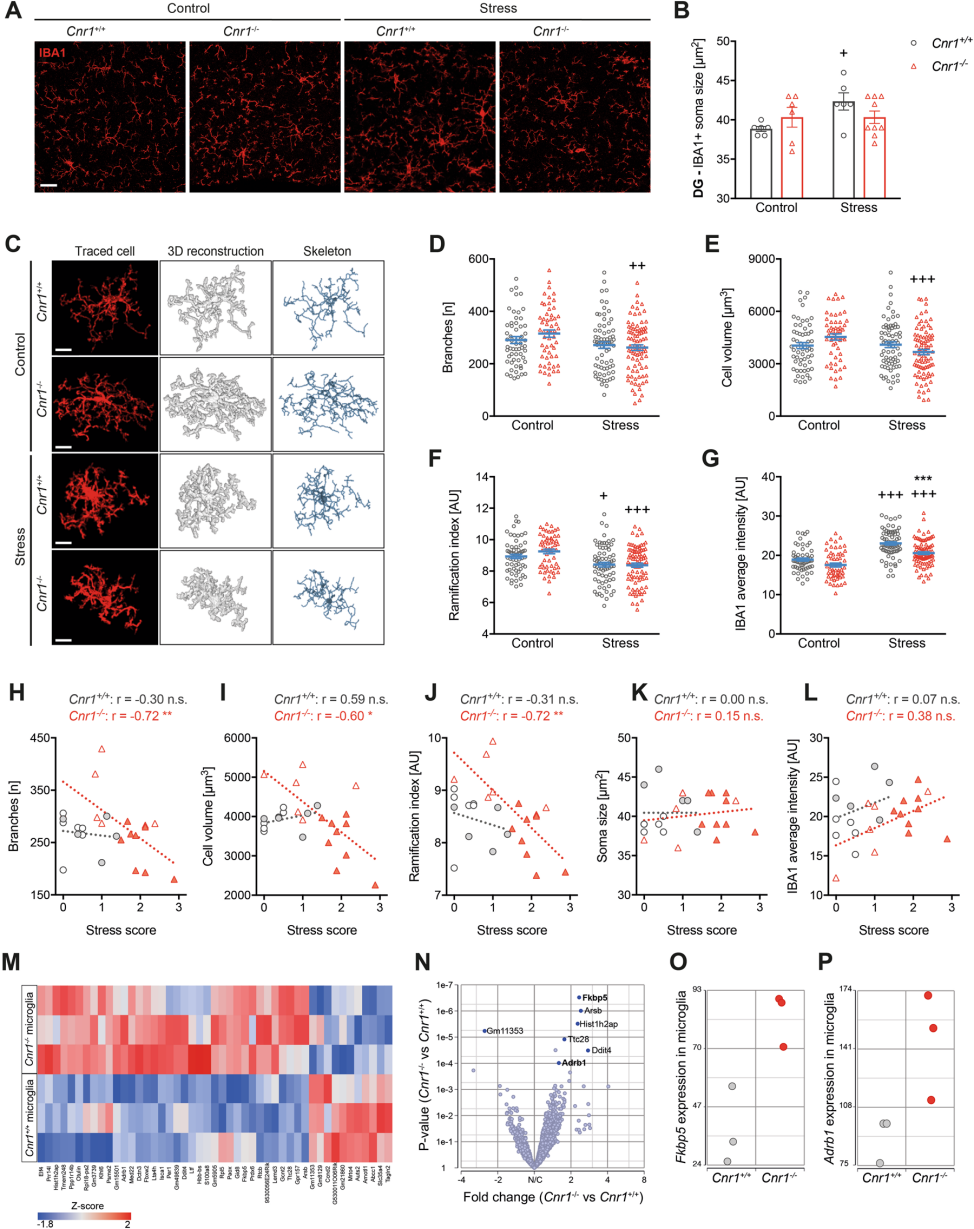
Microglia of *Cnr1*^−/−^ mice show a de-ramified morphology after mild CSDS and altered expression of stress-related genes. **A** Immunofluorescent staining of microglia (IBA1, red) in the molecular layer of the DG (region indicated by white boxes in Fig. 4A). Maximum projections of 5 µm z-stacks acquired with 63x magnification are shown (scale bar = 20 µm). Note that images are derived from IBA1/ICAM-1-co-stainings. Merged channels can be seen in Supplementary Fig. 4. **B** Microglia soma size, quantified manually (stress: *F*_(1,23)_ = 3.51, *p* = 0.074; stress x genotype interaction: *F*_(1,23)_ = 3.51, *p* = 0.074). **C** Microglia morphology was analysed from 40–50 µm z-stacks, using an ImageJ-based analysis tool. Representative images of individually traced microglia cells, 3D reconstructions and skeletons of the reconstructed cells are shown (scale bar = 10 µm). **D**–**G** Quantification of morphology of individual microglial cells from 60–87 cells per group: **D** Number of branches per cell, determined from skeletons (stress: *F*_(1,269)_ = 8.465, *p* = 0.0039); **E** cell volume determined from 3D reconstructed cells (stress: *F*_(1,265)_ = 5.712, *p* = 0.0175; stress x genotype interaction: *F*_(1,265)_ = 7.282, *p* = 0.0074); **F** ramification index, a unit-free parameter describing the complexity of the cellular shape, determined from 3D reconstructed cells (stress: *F*_(1,269)_ = 24.0, *p* < 0.0001); **G** average intensity (mean grey) of IBA1 immunoreactivity on traced cells (stress: *F*_(1,269)_ = 76.4, *p* < 0.0001; genotype: *F*_(1,269)_ = 22.24, *p* < 0.0001). Data were analysed by two-way ANOVA followed by Bonferroni post-hoc test for multiple comparison. Post-hoc significances shown in graph: *p < 0.05 vs*. Cnr1*^+/+^ of the same condition; +*p* < 0.05 vs. control of the same genotype. **H**–**L** Spearman correlation was performed for mean morphological values of each animal and the respective behavioural stress score: **H** number of branches per cell (*Cnr1*^+/+^: *r* = −0.29, *p* = 0.38; *Cnr1*^−/−^: *r* = −0.72, *p* = 0.003; both genotypes: *r* = −0.40, *p* = 0.044); **I** cell volume (*Cnr1*^+/+^: *r* = 0.59, *p* = 0.061; *Cnr1*^−/−^: *r* = −0.60, *p* = 0.019; both genotypes: *r* = −0.28, *p* = 0.168); **J** ramification index (*Cnr1*^+/+^: *r* = −0.31, *p* = 0.357; *Cnr1*^−/−^: *r* = −0.72, *p* = 0.004; both genotypes: *r* = −0.48, *p* = 0.012); **K** microglia soma size (*Cnr1*^+/+^: *r* = −0.02, *p* = 0.959; *Cnr1*^−/−^: *r* = 0.09, *p* = 0.739; both genotypes: *r* = 0.09, *p* = 0.667); and **L** IBA1 mean intensity (*Cnr1*^+/+^: *r* = 0.07, *p* = 0.839; *Cnr1*^−/−^: *r* = 0.38, *p* = 0.166; both genotypes: *r* = 0.18, *p* = 0.371). **M**–**P** Transcriptome analysis was performed using 3′ mRNA sequencing of microglia (enriched CD11b + cells) isolated from stress-naïve *Cnr1*^*+/+*^ and *Cnr1*^−/−^ mice. Differentially expressed (DE) genes between *Cnr1*^−/−^ vs. *Cnr1*^*+/+*^ microglia were determined using one-factorial ANOVA and FDR step-up for multiple testing correction. **M** Heatmap visualisation of the top DE genes with *p* < 0.01 and a fold change (FC) of >1.5; **N** Volcano plot of DE genes, with significantly regulated genes (FDR adjusted *p* < 0.1, FC > 1.5) highlighted in dark blue; **O**, **P** Example plots of normalised counts for significant DE genes in *Cnr1*^−/−^ vs. *Cnr1*^*+/+*^ microglia **O** *Fkbp5* and **P** *Adrb1*.

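With limma on log2 (cpm + 0.1), 48 genes had a nominal p under 0.01 and a fold change over 1.5, of which 37 were higher and 11 lower in the libraries labelled *Cnr1*-/-. The 5 lower genes with the smallest nominal p among those whose groups did not overlap were *Gm11353*, *G530011O06Rik*, *Tagln2*, *Cd74* and *Abcc1*. Apart from *Gm11353*, their adjusted p lay between 0.363 and 0.531 and their log2 fold changes between −0.95 and −0.58. *G530011O06Rik* overlaps *Mid1*, named after its values were seen, on the opposite strand.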

### Microglia of Cnr1^−/−^ mice show altered expression of stress-related genes

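CD11b+ cells were enriched from the brains of 3 *Cnr1*+/+ and 3 *Cnr1*-/- mice that had not been stressed, and 1 library per mouse was sequenced from the 3′ ends of polyadenylated transcripts. The sample labels give an age of 3 months, whereas the methods give 8 to 10 weeks for the experiments. The authors aligned the reads to mm10, divided reads shared between genes by expectation-maximisation and applied TMM normalisation. The resulting values are CPM (written cpm, scaled to the reads of each library) for 19225 listed genes. Most values of a library are whole multiples of a single step, the value of 1 read, which corresponds to 7708808, 10023286 and 9508259 reads for the *Cnr1*+/+ libraries and 9237154, 10723820 and 8385733 reads for the *Cnr1*-/- libraries. The listed genes hold between 50.1% and 59.1% of a library's scaled total. A value of 0 therefore allows up to 3 reads, or 0.280 to 0.389 cpm depending on the library, and these limits cover counting error only. Values were analysed as log2 (cpm + 0.1) with limma for the 6659 genes with a mean of at least 10 cpm, with genotype as the only factor and Benjamini-Hochberg adjustment. A comparison of 3 libraries against 3 has 10 splits, so an exact permutation test cannot give a two-sided p below 0.1. *Cnr1* itself was listed above 0 only in the libraries labelled *Cnr1*-/-, so directions are given by the labels of the libraries.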

To explore the molecular mechanisms linking CB1 signalling to microglial responses to stress, we isolated microglia (enriched CD11b^+^ cells) from naïve *Cnr1*^+/+^ and *Cnr1*^−/−^ mice and performed gene expression analysis using 3′ mRNA sequencing. On a global level, *Cnr1*^−/−^ microglial transcriptomes did not fundamentally differ from those of *Cnr1*^+/+^ mice, indicated by no clear clustering by genotype in either PCA, tSNE or hierarchical clustering (Supplementary Fig. 7). However, differential expression analysis revealed that several genes were altered in *Cnr1*^−/−^microglia, with 414 genes reaching nominal significance (*p* < 0.05) (Fig. 5M and Supplementary Table 2), of which seven genes remained significant after correcting for multiple testing (FDR adjusted *p* < 0.1) and having a fold change of at least 1.5 (Fig. 5N). 

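Over the 6659 genes tested, Pearson correlations between libraries lay between 0.954 and 0.970, computed across genes, which are not independent replicates. The mean distance (1 − r) between libraries of different genotype labels was 1.03 times the mean distance between libraries of the same label, and 3 of the 10 splits of the 6 libraries gave a ratio at least as large (exact permutation p = 0.3). The ratio fell to 0.999 when no filter on low values was applied. The first principal component held 31.8% of the variance and the next held 20.6%, and neither separated the genotype labels (two-sided exact permutation p = 0.3 and 0.4). In average-linkage clustering, the libraries labelled *Cnr1*-/- replicates 1 and 2 joined first, and the library labelled *Cnr1*-/- replicate 3 joined that labelled *Cnr1*+/+ replicate 2. The library labelled *Cnr1*+/+ replicate 1 joined last. The paper reasons from the absence of clustering by genotype that the transcriptomes did not fundamentally differ.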

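In the libraries labelled *Cnr1*-/-, 401 of the 6659 genes tested had a nominal p under 0.05 with limma, of which 339 were higher and 62 were lower, where 333 genes would be expected by chance. Which genes passed depended on the scaling between libraries and on other settings as well. With each library left out in turn, between 182 and 285 of the 401 passed. With each library centred on its median, 375 genes passed, of which 259 were among the 401, and 197 were higher and 178 lower. Under quantile normalisation 360 passed, of which 225 were among the 401, and 45.3% were higher. Groups did not overlap for 731 genes, 11.0% of those tested, where chance gives 10%.

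**Figure D1:**
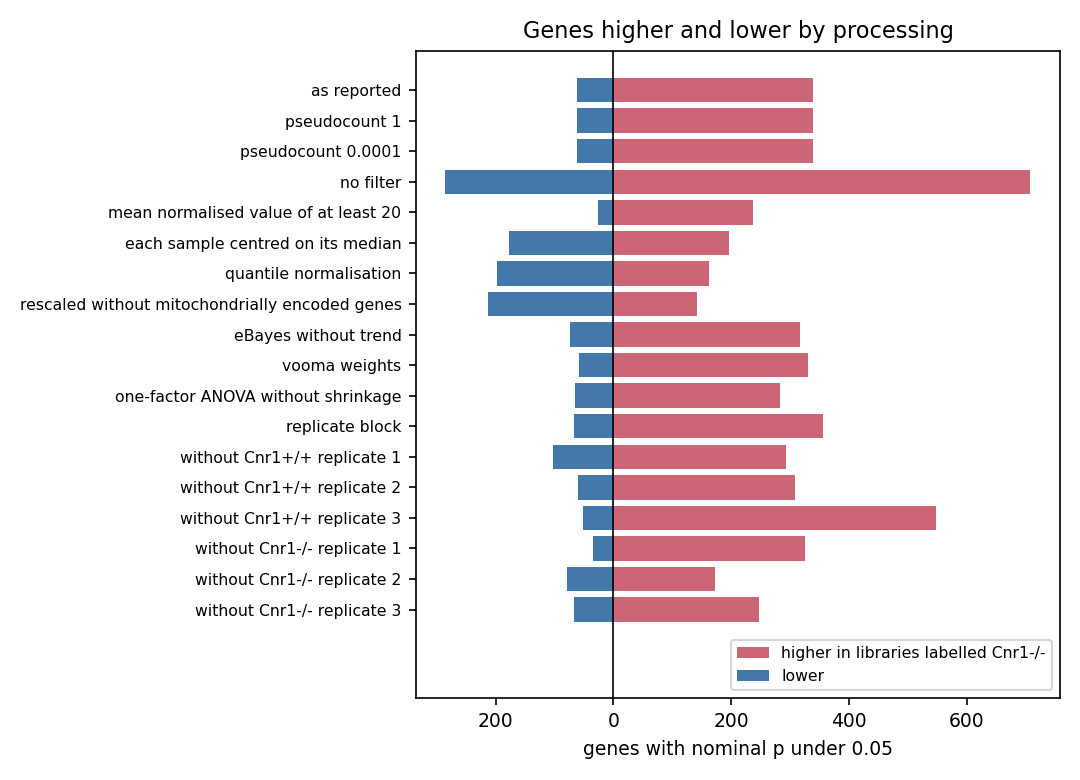
Number of genes with a nominal p under 0.05 that were higher (red, to the right) or lower (blue, to the left) in the libraries labelled *Cnr1*-/-, for the processing reported and each alternative. With the authors' scaling 339 genes were higher, of 401, and with quantile normalisation 45.3% of 360.

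After Benjamini-Hochberg adjustment, 7 genes had an adjusted p under 0.1, and 6 of them also changed more than 1.5-fold. Besides *Fkbp5*, these were *Arsb*, *Hist1h2ap*, *Ttc28* and *Ddit4*, which were higher, and *Gm11353*, a processed pseudogene, which was lower. *Arsb* (chromosome 13, 93771630 to 93943016) had 107 ± 41.0 cpm (SD, n = 3) in the libraries labelled *Cnr1*-/- and 41.3 ± 6.36 cpm (SD, n = 3) in those labelled *Cnr1*+/+. Its log2 fold change was 1.30 (limma adjusted p = 0.00442). Those of *Hist1h2ap*, *Ttc28* and *Gm11353* were 1.19, 0.83 and −1.33, with limma adjusted p of 0.00819, 0.0213 and 0.0259. Reads of *Hist1h2ap* can be shared with near-identical histone genes. *Ddit4* had a log2 fold change of 1.45 (limma adjusted p = 0.0568), but its 3 values did not all lie above those of the libraries labelled *Cnr1*+/+, with 61.9 cpm in replicate 3 labelled *Cnr1*-/- against 86.7 cpm in replicate 3 labelled *Cnr1*+/+. *Ogfrl1* passed the adjusted threshold with a fold change of 1.49. Without the library labelled *Cnr1*+/+ replicate 2, only *Arsb* passed both thresholds, whereas 14 genes did without *Cnr1*+/+ replicate 1, 16 without *Cnr1*+/+ replicate 3 and 24 without *Cnr1*-/- replicate 3. The 24 include neutrophil and erythrocyte genes, *S100a8*, *S100a9*, *Ltf* and *Hbb-bs* among them. These genes were high in the library labelled *Cnr1*-/- replicate 2, where blood cells are a likely source. Centring, quantile normalisation and rescaling without mitochondrially encoded genes each left 0 genes past them, with 375, 360 and 354 genes at a nominal p under 0.05.

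**Figure D2:**
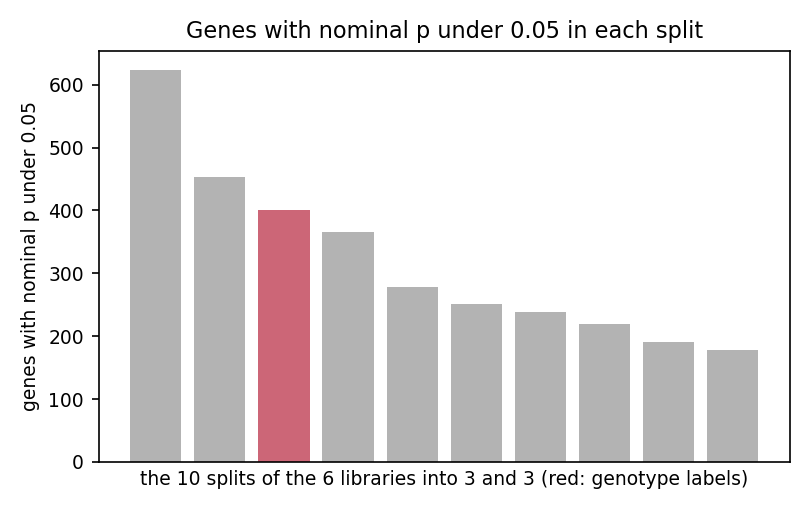
Number of genes with a nominal p under 0.05 for each of the 10 splits of the 6 libraries into 3 and 3, with the split by genotype label in red. The split by label gave 401 genes, and the splits gave between 178 and 623.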

Interestingly, among these were two genes involved in stress signalling and depressive disorders, namely *Fkbp5* (encoding FK506 binding protein 5 (FKBP5), a regulator of glucocorticoid receptor (GR) activity) and *Adrb1* (encoding the beta-1 adrenergic receptor (β_1_-AR)). Both were upregulated in microglia of *Cnr1*^−/−^ mice (Fig. 5O–P). 

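*Fkbp5* lies on chromosome 17 of mm10 from 28399094 to 28517527. It had 82.8 ± 10.5 cpm (SD, n = 3) in the libraries labelled *Cnr1*-/- and 37.9 ± 15.4 cpm (SD, n = 3) in those labelled *Cnr1*+/+. The log2 fold change was 1.19 (standard error 0.196, limma adjusted p = 0.00565), and every value in the first group lay above every value in the other (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). With each library left out in turn, it stayed between 0.94 and 1.50, and without the library labelled *Cnr1*+/+ replicate 2 the adjusted p was 0.121. With each library centred on its median the log2 fold change was 1.12 and the adjusted p 0.220. The gene *Gm49839*, chosen after its values were seen, overlaps *Fkbp5* on the same strand and had a log2 fold change of 1.30 (standard error 0.355, limma adjusted p = 0.381). Its groups overlapped, with 10.0 cpm in replicate 3 labelled *Cnr1*-/- against 15.5 cpm in replicate 3 labelled *Cnr1*+/+. *Adrb1* lies on chromosome 19 from 56722199 to 56733113. It had 145 ± 30.3 cpm (SD, n = 3) in the libraries labelled *Cnr1*-/- and 91.3 ± 12.9 cpm (SD, n = 3) in those labelled *Cnr1*+/+, a log2 fold change of 0.66 (standard error 0.150). Its limma adjusted p was 0.132, above the threshold of 0.1, and ranged from 0.0130 to 0.715 when each library was left out in turn. Without a filter on low values it was 0.0671, and with limma voom, a fit added after seeing the data, it was 0.0997. With each library centred on its median it was 0.548, with quantile normalisation 0.604 and with rescaling without mitochondrially encoded genes 0.642. Under these 3 scalings the fold change of *Adrb1* was 1.499, 1.489 and 1.474, each below 1.5.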

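*Nfkbia* (chromosome 12) had 223 ± 52.5 cpm (SD, n = 3) in the libraries labelled *Cnr1*-/- and 152 ± 38.3 cpm (SD, n = 3) in those labelled *Cnr1*+/+. Its log2 fold change was 0.55, with a limma nominal p of 0.00215 and an adjusted p of 0.494. *Tsc22d3* (chromosome X) had 48.9 ± 14.2 cpm (SD, n = 3) and 32.3 ± 3.93 cpm (SD, n = 3), a log2 fold change of 0.56, with a limma nominal p of 0.00614 and an adjusted p of 0.650. For both genes the groups overlapped, since the library labelled *Cnr1*-/- replicate 3 lay below the library labelled *Cnr1*+/+ replicate 3 (two-sided exact permutation p = 0.2). Without the library labelled *Cnr1*-/- replicate 2, the log2 fold change of *Tsc22d3* was 0.37 and its nominal p 0.0769. Without the library labelled *Cnr1*-/- replicate 3, the adjusted p was 0.0334 for *Nfkbia* and 0.0742 for *Tsc22d3*. A list of 17 glucocorticoid-responsive genes was fixed before the data were examined, and 11 of them were tested. With each library centred on its median, 10 of the 11 were higher, with a median log2 fold change of 0.28. Under the authors' scaling all 11 were higher, with a median log2 fold change of 0.36 (limma camera adjusted p = 9.90e-05, preset correlation 0.01). The nominal p of the list was 0.0107 with an estimated correlation, where the p adjusted over the 13 tested lists was 0.127, and 0.00261 with fry, where it was 0.0339. Without *Fkbp5*, *Nfkbia* and *Tsc22d3*, which the paper named from these libraries, the median was 0.26 over 8 genes (camera p = 0.00505). These 8 still hold *Ddit4*, which the paper also found significant in these libraries; without it as well, a test added after seeing the data, the median was 0.20 over 7 genes (camera p = 0.0304, adjusted p = 0.0690). Of the 11 genes, 7 had an adjusted p under 0.1 when adjusted over the list alone, which is not independent evidence for the 3 named genes, and 2 when adjusted over all genes tested.

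**Figure D3:**
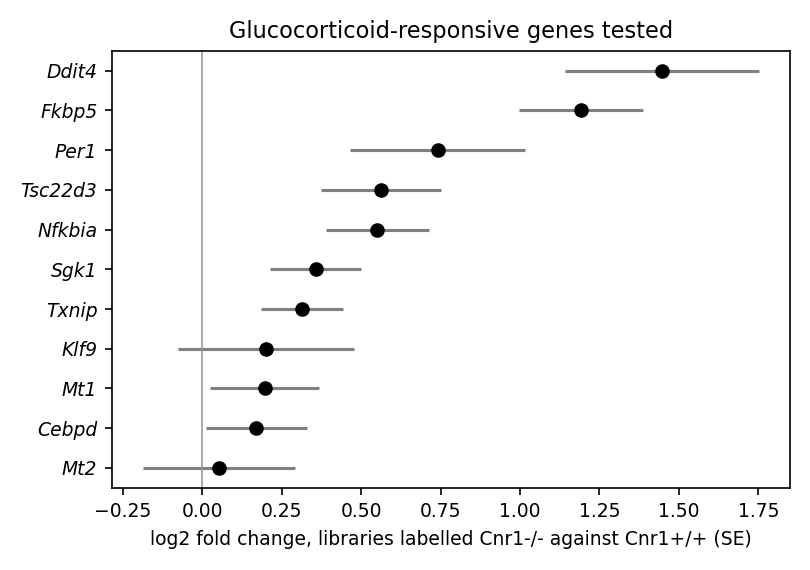
Log2 fold change (points) and standard error (bars) of the 11 tested glucocorticoid-responsive genes under the authors' scaling, libraries labelled *Cnr1*-/- against those labelled *Cnr1*+/+. The values run from 0.05 for *Mt2* to 1.45 for *Ddit4*.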

Among nominal significantly upregulated genes were other GR-responsive genes, such as *Nfkbia*, encoding the NFκB inhibitor IκBα, and *Tsc22d3*, encoding the glucocorticoid-induced leucine zipper (GILZ) (Supplementary Table 2).

## Discussion

CB1 signalling has been associated with altered stress responsiveness and the aetiology of major depressive disorders. Our findings confirm that CB1 signalling dampens the severity of the behavioural responses upon exposure to mild chronic stress and modulates the HPA axis activity. In addition, our findings suggest that lack of CB1 signalling during chronic stress causes insufficient GC signalling. Furthermore, CB1 signalling modulates the stress responsiveness of brain-resident microglia, indicated by altered expression of stress-related genes at baseline and increased expression of activation markers as well as changes in morphology after stress in *Cnr1*^−/−^ mice. Interestingly, microglial parameters correlate with the severity of the behavioural phenotype, thus implicating endocannabinoid-mediated modulation of microglia in the development of stress-related pathologies.

In a standard model of CSDS^44^, we observed a very severe phenotype of *Cnr1*^−/−^ mice, showing mortality rates of ~50%—compared to 10% in *Cnr1*^+/+^ mice. Mice lacking DAGLα, the main 2-AG synthesising enzyme, also showed a mortality rate of 30%. It is well known that the *Cnr1*^−/−^ line has an increased spontaneous mortality rate, although the underlying pathophysiology remains unclear^43^. The observations in this study now suggest that the increased spontaneous mortality is linked to the increased stress responsiveness of the mouse line. Since the death of *Cnr1*^−/−^ mice during standard CSDS was reminiscent of sudden cardiac death, we analysed their heart activity during CSDS. *Cnr1*^−/−^ mice did not show signs of myocardial infarction or ventricular fibrillation (the most common cause of sudden cardiac death), but were bradycardic and developed total AV-blocks before death. This could possibly be related to cardiovascular effects of CB1 signalling via the SNS^51,52^ and/or vagal over-activation in response to excessive SNS activity, which has been associated with the occurrence of AV block^53^. CB1 signalling thus seems especially indispensable in situations of severe stress and lack of it may impose a serious risk, possibly related to cardiovascular complications.

Social defeat stress in rodents produces behavioural changes that are relevant to symptoms of human psychiatric disorders, such as depression or posttraumatic-stress disorder (PTSD). In the standard CSDS paradigm applied here, all mice that survived the procedure showed clear social avoidance, which is typically used to assess stress-susceptibility^44^. We and others have however observed that social avoidance is not correlated with other stress-related behaviours, including anxiety and anhedonia^54,55^. In later experiments, we therefore decided to measure stress-susceptibility by calculating a behavioural stress score that incorporates performances from all tests. In the mild version of the CSDS protocol, significant behavioural changes were only observed in *Cnr1*^−/−^ mice, in individual tests as well as the overall stress score. This demonstrates that a disruption of CB1 signalling has adverse consequences even under mild stress conditions that do not affect wild type mice.

It is commonly assumed that sustained elevation of GC levels contributes to chronic stress-related pathologies. However, stress-related neuropsychiatric disorders are often associated with insufficient GC signalling^56^. For example, patients suffering from PTSD or chronically stressed subjects often show low CORT responses and overall blunted HPA axis activity^57–59^. Another common observation in chronically stressed individuals is a flattening of diurnal CORT patterns, with lower secretion at wakening and during the active phase, but higher levels during the inactive phase^57,60–62^. The effects of chronic stress on diurnal CORT are possibly mediated by altered endocannabinoid/CB1 signalling. A progressive increase of amygdalar 2-AG levels during chronic stress is thought to suppress CORT production in anticipation of the re-encountered stressor, while a decrease in AEA likely induces basal hypersecretion of CORT during the light phase^63^. These adaptive changes cannot take place in the absence of CB1 receptors. In line with this, plasma CORT levels at the beginning of the dark phase, i.e. the time of expected stress exposure, were higher in stressed *Cnr1*^−/−^ mice compared to stressed *Cnr1*^+/+^ mice. In contrast, cumulative daily CORT levels were increased by stress only in *Cnr1*^+/+^, likely caused by the above mentioned AEA-mediated hypersecretion of CORT during the light phase. Thus, lack of CB1 signalling during chronic stress causes dysregulation of HPA axis activity, overall leading to reduced GC synthesis.

GCs produced during repeated stress stimulate the egress of monocytes and neutrophils from the bone marrow into the circulation^9^. Furthermore, stress-induced adrenergic signalling stimulates the proliferation of HSCs and subsequent inflammatory monocyte and neutrophil production^6^. Both mechanisms involve the chemokine CXCL12, which inhibits HSC proliferation and migration and retains cells within the bone marrow^64,65^. Mild CSDS slightly increased TH staining intensity (an indirect measure of NE synthesis) and reduced *Cxcl12* gene expression in the bone marrow. However, we generally did not see increased monocyte frequencies in the bone marrow or circulation after mild CSDS. Only in the spleen, a significant stress effect with respect to Ly6C^hi^ monocytes was observed. Albeit not significant, stressed *Cnr1*^−/−^ mice had slightly higher Ly6C^hi^ monocyte frequencies in the bone marrow than *Cnr1*^+/+^ mice but lower numbers in the blood. This could indicate that lower GC levels in stressed *Cnr1*^−/−^ mice prevented the release of monocytes into the circulation. Additionally, *Cnr1*^−/−^ mice showed reduced expression of CCR2 on monocytes, which is required for their egress from the bone marrow^66^. With the exception of neutrophils, which were increased by mild CSDS in the bone marrow of *Cnr1*^−/−^ mice, the mild CSDS protocol overall produced only moderate changes in peripheral myeloid cell populations.

In other studies, peripheral monocytes were shown to be recruited to the brain neurovascular space and possibly enter into the brain parenchyma^9,13,49^, which could be prevented by pharmacological treatment with a CB1/CB2 agonist and thereby reverse social defeat-induced anxiety^42^. The recruitment of peripheral cells is mediated by increased ICAM-1 expression by brain endothelial cells. In *Cnr1*^+/+^ mice, the mild CSDS stress protocol indeed caused an increase in neurovascular ICAM-1 in stress-related brain regions. Nonetheless, we did not detect increased numbers of monocytes or other myeloid cells in the brain. Since we also did not observe significantly higher monocyte frequencies in peripheral tissues in these mice, it is likely that the mild version of CSDS was not sufficient to induce pronounced myelopoiesis and consequently no monocyte trafficking to the brain. The induction of reactive brain endothelium and peripheral myelopoiesis therefore seem to be mediated by independent pathways. Indeed, stress-induced myelopoiesis in the bone marrow depends on adrenergic signalling^6,9,67^, while expression of ICAM-1 is dependent on CORT released during chronic stress^9^. Interestingly, neurovascular ICAM-1 expression was only induced in *Cnr1*^+/+^, but not in *Cnr1*^−/−^ mice, further supporting the finding that lack of CB1 signalling results in reduced GC signalling during chronic stress.

In contrast to the relatively weak effects on peripheral myeloid cell populations, mild CSDS did significantly affect brain-resident microglia and these changes were correlated to the degree of behavioural stress-susceptibility. Several studies have previously demonstrated a causal relationship between microglia and stress-related pathologies. As such, inhibition of microglial activation by minocycline treatment was shown to prevent chronic stress-induced neuroinflammation and the development of anxiety- and depressive-like behaviour^68–72^. Similarly, depletion of microglia during repeated social defeat protected animals from stress-induced behavioural deficits^73,74^. Here, we show that surface expression of activation markers on microglia was significantly upregulated after mild CSDS only in *Cnr1*^−/−^ mice. Interestingly, expression of these markers was positively correlated with behavioural stress scores and was accordingly highest in stressed *Cnr1*^−/−^ mice. Additionally, stress caused an increase in microglial staining (IBA1 + area) in the hippocampus, which has been reported in several other studies^12,14,75^. Again, this effect was only seen in *Cnr1*^+/+^, but not in *Cnr1*^−/−^ mice. These findings resemble those seen in mice depleted for CORT during social defeat^9^. An increase in IBA1 + area is often considered a sign of microglial activation, although it can be the result of different factors, such as increased numbers of microglia, altered morphology, or increased IBA1 expression. Detailed analysis of hippocampal microglia after mild CSDS revealed that the different regulation of IBA1 + area between *Cnr1*^+/+^ and *Cnr1*^−/−^ mice in response to stress was in fact caused by separate mechanisms. In *Cnr1*^+/+^ mice, the increase in IBA1 + area was a result of increased IBA1 expression and slightly enlarged cell bodies. In contrast, the absence of a stress-induced increase of IBA1 + area in *Cnr1*^−/−^ mice was related to morphological rearrangements of microglia to a smaller, de-ramified state. Interestingly, only the morphological changes in *Cnr1*^−/−^ microglia, which were mostly related to the branching of cells, were correlated to the behavioural stress score.

Microglial morphology changes are typically observed under neuroinflammatory conditions. However, several previous studies suggest that stress-induced changes in microglial ramification can occur independent of clear inflammatory changes^76,77^. In line with that, we did not observe induction of hippocampal gene expression of pro-inflammatory cytokines IL-6, IL-1β or TNFα after mild CSDS in either genotype (data not shown). Alternatively, stress-induced morphological rearrangements might be mediated through endocrine signals or changes in neuronal activity. Interestingly, among the few genes that were differentially expressed in microglia isolated from naïve *Cnr1*^+/+^ and *Cnr1*^−/−^ mice were two candidates involved in GC and adrenergic signalling, respectively. The top hit was *Fkbp5*, a co-chaperone of Hsp90 negatively regulating GR sensitivity and nuclear translocation, which has been implicated as a genetic risk factor in depressive disorders^78^. The expression of *Fkbp5* is induced by GCs and regulated through epigenetic mechanisms^79^. Increased expression of *Fkbp5* in microglia of *Cnr1*^−/−^ mice thus suggest enhanced baseline GC signalling, which is supported by a slight increase in other GR-responsive genes *Nfkbia* and *Tsc22d3*. On the other hand, high FKBP5 levels are thought to result in GC resistance and impaired negative feedback control, possibly making *Cnr1*^−/−^ microglia less sensitive to the effects of GCs, including their effect on microglial ramification. Analogous to our observations, increasing GC levels in young mice caused hyper-ramification of microglia in the hippocampus, while reducing microglial sensitivity to GCs in old mice further aggravated age‐related microglial de-ramification^80^. An interaction between GC and adrenergic signalling in microglial stress responses was indicated by experiments demonstrating that *Fkbp5* expression was reduced in microglia of socially defeated mice, which could be rescued by β-AR antagonist pre-treatment^75^. Generally, neuronal NE is thought to suppress microglial activation (e.g. pro-inflammatory cytokine expression and microglial ramification and surveillance) through binding to microglial β-ARs^81^. However, microglial activation induced by acute restraint stress or repeated social defeat could be prevented by blockade of β_1_/β_2_-ARs^75,82^. Here we show an increased expression of the gene encoding β_1_-AR in *Cnr1*^−/−^ microglia, which could enhance their responsiveness to NE released during stress. Together, these findings suggest that the lack of CB1 receptors alters stress hormone signalling in microglia, making them vulnerable even under mildly stressful conditions. Especially the connection between CB1 and *Fkbp5* in microglia warrants further analysis in future studies. Since microglia themselves hardly express CB1 receptors, its effect on stress signalling in microglia is likely mediated indirectly through neuronal CB1 signalling. 

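In the isolated CD11b+ cells, *Cnr1* (chromosome 4 of mm10, 33924593 to 33948831) was listed at 0 in the 3 libraries labelled *Cnr1*+/+, which allows up to 0.389 cpm. In the libraries labelled *Cnr1*-/- it was listed at 1.41, 1.21 and 1.79 cpm, or 13, 13 and 15 reads. The smallest of these values was 3.115 times the largest value allowed in the libraries labelled *Cnr1*+/+, a ratio that leaves out counting error in its 13 reads. *Cnr1* lay below the minimum of 10 cpm in all 6 libraries and was not tested with limma. The cassette disrupts its coding region, and the libraries were made from 3′ ends.

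**Figure D4:**
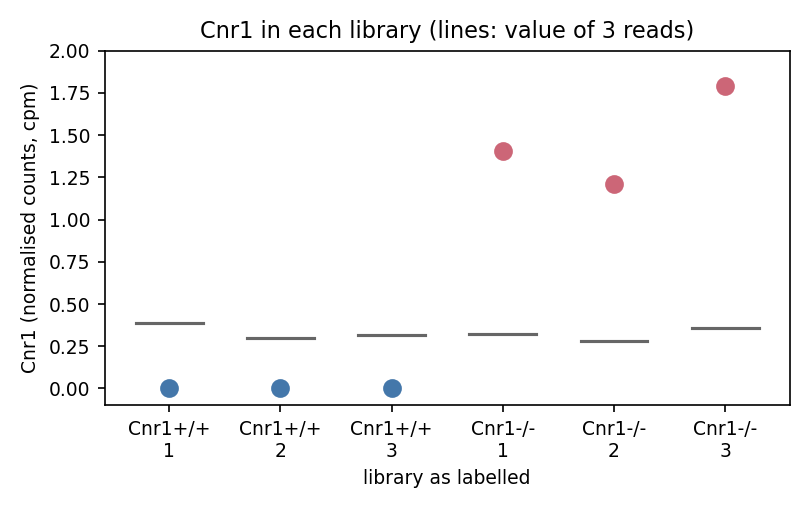
Normalised counts of *Cnr1* (points, cpm) in each library as labelled, with the value of 3 reads in that library as a grey line. The libraries labelled *Cnr1*-/- lie between 1.21 and 1.79 cpm, and those labelled *Cnr1*+/+ at 0.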

In a study using a slightly different CSDS protocol, it was shown that CB1 receptors on different neuronal populations regulate different aspects of the behavioural consequences of stress^83^. While it was beyond the scope of the current study, it will be important to elucidate which cell type or subtype of CB1-expressing cells is responsible for mediating the effects of stress on microglial function and how they influence specific aspects of stress-related pathologies.

In summary, this study provides clear evidence that CB1 signalling protects the body from the physical and emotional harms of social stress. Even under mildly stressful conditions, which do not result in the development of maladaptive behaviours in wild type mice, CB1-deficiency greatly increases the proportion of mice that show a stress-related behavioural phenotype. The fact that stressed *Cnr1*^−/−^ mice showed a clear behavioural phenotype without strong changes in peripheral myeloid cells and no recruitment of monocytes to the brain argues against a crucial involvement of those cells. In contrast, different parameters of microglial function were changed after mild CSDS and correlated with the behavioural susceptibility—especially in *Cnr1*^−/−^ mice. Finally, we show that CB1-deficiency alters the expression of stress-related genes in microglia, providing an explanation for the differential response of *Cnr1*^−/−^ microglia to stress and further supporting the important role of microglia in stress-related pathologies.

## Supplementary information

Supplementary Material

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Table 1

Supplementary Table 2

# Supplementary material for: Cannabinoid receptor 1 signalling modulates stress susceptibility and microglial responses to chronic social defeat stress
**Source:** Transl Psychiatry. 2021 Mar 15;11:164. doi: 10.1038/s41398-021-01283-0
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary methods**

***Mice***

In this study, B6.cgCnr1 tm1Zim (constitutive CB1 knockout) and B6.cg*Dagla* tm1.2Zim (constitutive DAGLa knockout) on a C57BL/6J background were used. C57BL/6J mice were originally obtained from a commercial breeder (Charles River) and bred at the animal facility of the University of Bonn. B6.cgCnr1 tm1Zim mice were generated by disrupting the *Cnr1* coding region with a neomycin cassette, using homologous recombination in embryonic stem cells ^1^. B6.cgDagla tm1.2Zim were generated by inserting two loxP sites flanking exon 1 of the *Dagla* gene, allowing Cre-mediated excision of the exon. Constitutive *Dagla*^-/-^ mice were obtained by breeding homozygous *Dagla* floxed (*Dagla*^fl/fl^) mice with Tg(Pgk1-cre)1Lni mice ^2^. Mutant mice were backcrossed to C57BL/6J mice for more than ten generations. For this study, B6.cgCnr1 tm1Zim mice were bred mainly using heterozygous breeding pairs (*Cnr1*^+/-^ x *Cnr1*^+/-^). Homozygous wild type (*Cnr1*^+/+^) and homozygous CB1 knockout (*Cnr1*^-/-^) littermates were used for experiments. B6.cgDagla tm1.2Zim mice were bred in homozygous *Dagla*^-/-^ and *Dagla*^fl/fl^ breeding pairs. Mice were genotyped by PCR using the following primers:
CB1 WT fwd: 5’-TGTGTCTCCTGCTGGAACCAACGG-3’, CB1 KO fwd: 5’‑TCTCTCGTGGGATCATTGTTTTTCTCTTGA‑3’; CB1 rev: 5’‑CTCCTGGCACCTCTTTCT-CAGTCA‑3’; DAGLa KO fwd: 5’‑TAGCTTAGCCCCCATGTGA‑3’; DAGLa rev: 5’‑CCCAGT-AGCCACAGACAT‑3’; DAGLa WT: 5’‑GAGATGGGTTCCACCTCCTT‑3’. All experiments followed the guidelines of the German Animal Protection Law and were approved by the Local Committee for Animal Health, LANUV NRW (84-02.04.2015.A192, 84-02.04.2013.A488).

***Chronic social defeat stress cohorts***

Calculation of sample sizes for behavioural analysis after CSDS was performed based on previous experience within the group using a priori analysis in the G*Power 3.1 software (ANOVA with fixed effects, special, main effects and interactions; f = 0.45, α = 0.05, β = 0.8, df = 1, number of groups = 4). Standard CSDS experiments presented here were performed in two separate cohorts of *Cnr1* mice (cohort one: *Cnr1*^+/+^ control n = 6, stress n = 8; *Cnr1*^-/-^ control n = 4, stress n = 6; cohort two: *Cnr1*^+/+^ control n = 4, stress n = 14; *Cnr1*^-/-^ control n = 4, stress n = 9). In cohort two, *Cnr1*^-/-^ mice were excluded on day four of the CSDS protocol, due to high mortality (6 out of 9). Experiments with *Dagla* mice were performed in one cohort (n = 10 per group). Analysis of heart activity during standard CSDS was analysed in a separate cohort of *Cnr1*^-/-^ mice (n = 7). Mild CSDS experiments were performed successively in three cohorts, using the same setup and CD1 aggressor mice (cohort one: *Cnr1*^+/+^ control n = 6, stress n = 6; *Cnr1*^-/-^ control n = 6, stress n = 9; cohort two: *Cnr1*^+/+^ control n = 2, stress n = 3; *Cnr1*^-/-^ control n = 3, stress n = 3; cohort three: *Cnr1*^+/+^ control n = 5, stress n = 5; *Cnr1*^-/-^ control n = 4, stress n = 4). Behavioural and endocrine data was pooled from all cohorts. Cohort one was used for immunohistochemical analysis of microglia and cohort one and two for flow cytometry. Cohort three was used for bone marrow immunohistochemistry and qPCR. Two control cages, i.e. two *Cnr1*^-/-^ and two *Cnr1*^+/+^ mice, had to be excluded from later analyses, due to highly deviant baseline behaviours. Animals were randomly assigned to the groups while trying to balance the distribution of littermates between control and stress. Control animals housed in the divided cages were always from different stock cages and whenever possible housed in pairs of one *Cnr1*^+/+^ and one *Cnr1*^-/-^ animal.

***Behavioural analysis after CSDS***

Behavioural analysis was performed during the active phase of the animals in a sound-isolated room and performed using automated video tracking software. The investigator was not blinded to the group or genotype. The order of animals during the tests was chosen randomly.

***Open field test***

Anxiety behaviour and locomotion were analysed using the open field test**.** Mice were tested in an open field box (44 cm x 44 cm) with 150 lux illumination. Movement of mice was recorded for 10 minutes using EthoVision XT software (Noldus Information Technology Inc.).

***Social avoidance test***

Social avoidance behaviour was analysed on the last day of CSDS, approximately 2 hours after the last defeat. The test was divided into two trials of 2.5 minutes each. During the first trial, test mice were placed into an open field box containing an empty metal grid cage (no target). For the second trial, the cage was replaced by a cage containing a novel CD1 mouse (target). Movement was recorded using EthoVision XT. Interaction was measured as time spent in close proximity to the cage (nose-point). Boxes were disinfected after every test to remove residual olfactory cues from CD1 mice.

***Sucrose preference test***

To analyse hedonic behaviour, mice had free access to two bottles for 24 hours, one containing water and the other containing 1% sucrose solution. During the test, positions of the bottles were changed at least once to avoid side-bias. Consumption was measured by weighing the bottles and preference was calculated as percent sucrose consumption of total fluid consumption.

***Nestlet test***

Nest building provides shelter from predators, helps conserving body temperature and in laboratory mice is considered a home-cage activity related to social behaviour ^3,4^. In the nestlet shredding test, mice were provided with a pre-weighed nestlet made of compressed cotton. After 1 h, the remaining intact nestlet was removed and weighed to calculate the amount of material used.

***Telemetric measurement of heart activity***

To analyse cardiac activity of mice during CSDS, long-term electrocardiograms (ECG) were recorded in *Cnr1^-/-^* mice (n = 7). Two weeks before starting the CSDS paradigm, mice were implanted with telemetric ECG-transmitters specifically made for small rodents (Data Science International, St. Paul, USA). For implantation, mice were anaesthetised by i.p. injection of xylazin hydrochloride (16 mg/kg) and ketamin hydrochloride (100 mg/kg) and received s.c. injections of the analgesic carprofen (5 mg/kg) once during and for three consecutive days after the surgery. Anaesthetised mice were fixed on a warming plate (37°C) and eyes were protected from drying with eye ointment (Bepanthen®). After shaving the fur, a small incision of the skin was prepared between the scapulae and the transmitter implanted subcutaneously. Additionally, two electrode wires were implanted subcutaneously at the left-lateral and anterior thoracic wall. The wound was closed with prolene threads. After the surgery, mice behave normally with respect to circadian rhythm, feeding, and grooming. The wound is usually healed after approximately one week, but since mice were exposed to physical contact with CD1 aggressor mice during CSDS, a recovery period of two weeks was applied in this study. Mice were subjected to the standard CSDS paradigm and heart activity was recorded during the 10-day period (no recording during the 10 min daily stress exposure). Measurements were performed by telemetric recording plates that were placed below the cages of the mice and thus did not require any further manipulation on the animal.

***Tissue collection and isolation of cells***

One day after the last defeat, mice were sacrificed and perfused with PBS. Blood was collected in EDTA-tubes by cardiac puncture. For RNA isolation, organs were snap-frozen and stored at -80°C. For immunohistochemistry, organs were post-fixed in 4% formaldehyde at 4°C, followed by cryoprotection in 20% sucrose. Fixed organs were snap-frozen and stored at -80°C. For flow cytometry, organs were transferred into PBS or corresponding medium and kept on ice. Bone marrow cells were flushed out from tibia with PBS. Single cell suspensions were prepared and filtered through a 70 µm cell strainer. Cells were centrifuged (300 x g, 7 min, 4°C) and resuspended in FACS buffer (PBS + 2 % FCS). Spleen tissue was digested with DNase I / Collagenase type VIII (Sigma-Aldrich) at 37°C for 45 minutes. Homogenates were filtered through a 70 µm cell strainer, washed with FACS buffer, centrifuged (300 x g, 7 minutes, 4°C) and washed. For isolation of brain mononuclear cells, one hemisphere was collected in DMEM, high glucose (Gibco) + 10% FCS. Tissue was homogenised and digested with 20 µg/ml DNase I + 20 µg/ml Collagenase/Dispase (Roche) at 37°C for 45 minutes. Single cell suspensions were prepared and filtered through a 70 µm cell strainer, washed and centrifuged (300 x g, 7 minutes, 4°C). Separation of leukocytes was performed using an isotonic 40/80% Percoll gradient centrifugation. Cells resuspended in 40% Percoll were sublayered with 80% Percoll and centrifuged at 1000 x g, 25 minutes at RT. After centrifugation, leukocytes were collected at the 40/80% interface, washed and filtered through gauze.

***Cell culture of splenocytes***

Isolated splenocytes were resuspended in splenocyte culture medium (RPMI 1640, supplemented with 10% FCS, 1% penicillin/streptomycin, 1% L-glutamine) and seeded in 12-well plates at a density of 1 x 10^6^ cells/ml. Cells were either untreated or stimulated with 1 µg/ml LPS from *E. coli O127:B8* overnight (one well per animal). After overnight culture, cells and medium were collected and centrifuged (300 x g, 5 min, 4°C). Supernatants were transferred to a fresh tube, snap-frozen in liquid nitrogen and stored at - 20°C. Cells were resuspended in FACS buffer and stained for flow cytometric analysis.

***Brain IBA1 / ICAM-1 immunohistochemistry, image acquisition and analysis***

For microglia analysis, free-floating 60 µm coronal sections were prepared from frozen hemispheres. Sections were blocked in 10% normal donkey serum (NDS) in PBS + Triton-X 0.5% for 4 hours, followed by overnight incubation at 4°C with primary antibodies against IBA1, ICAM-1, and CD45 diluted in 5% NDS in PBS-T 0.1% (see Supplementary Table 1 for details). After washing, sections were stained with secondary antibodies for 4 hours. Nuclei were stained with DAPI and washed sections mounted in Fluoromount-G® (SouthernBiotech). Sections were imaged using a Leica TCS SP8 confocal microscope. For overview pictures, images were acquired with a 20x objective (NA = 0.75), pinhole = 1 AU, 0.28 µm/pixel. Two to three sections were imaged per animal for each region. Images were analysed using Fiji (ImageJ 2.0.0). For measurement of IBA1- or ICAM-1-positive area, images were thresholded to exclude background signal. For 3D morphological analysis of microglia, z-stacks of 40-50 µm were acquired using the 63x objective (NA = 1.2), pinhole = 1 AU, voxel depth 0.5 µm, 0.18 µm/pixel. Two z-stacks were acquired per animal per region. Images were pre-processed using ImageJ functions for smoothing and background substraction (rolling ball). Images were then analysed using custom-written ImageJ plug-ins, as described previously ^5^. Briefly, binary images were obtained by application of an intensity threshold, which was determined in a 50% downscaled maximum projection of the original z-stack image using ImageJ‘s implemented threshold algorithm “MinError.” Individual cells were automatically traced in the z-stack by overlap. Particles smaller than 12,000 voxel were removed from the image. Surface area, volume, and convex hull were automatically reconstructed based on the size-filtered binary image. Skeleton parameters were obtained by Gauss-filtering (sigma = 0.5) of the size-filtered binary image and subsequent skeleton generation and analysis using the plugins by Arganda-Carreras and colleagues ^6^. Correct reconstruction of cells was visually verified and incorrectly traced cells (e.g. clustered or incomplete) corrected or excluded from analysis.

***Brain IBA1 / TMEM119 immunohistochemistry, image acquisition and analysis***

Coronal 60 µm free-floating brain sections were permeabilized and blocked in TBS-T 0.5% for 30 min, followed by heat-mediated antigen retrieval in citrate buffer (pH = 6) at 65°C for 20 min. After washing, sections were blocked in 10% NDS in TBS-T 0.5% for 3 h, followed by 48 h incubation at 4°C with primary antibodies against IBA1 and TMEM119, diluted in 5% NDS in TBS-T 0.25% (see Supplementary Table 1 for details). After washing, sections were stained with secondary antibodies for 4 h. Nuclei were stained with DAPI and washed sections mounted in Fluoromount-G®. Sections were imaged using a Leica TCS SP8 confocal microscope. For overview pictures, images were acquired with a 20x objective (NA = 0.75), pinhole = 1 AU, 0.28 µm/pixel). Two to three sections were imaged per animal for each region For co-localization analysis, images were acquired with a 40x objective (NA = 1.1), pinhole = 1 AU, 0.19 µm/pixel). Images were analysed using Fiji (ImageJ).

***Bone marrow TH immunohistochemistry, image acquisition and analysis***

For immunohistochemistry of bone marrow, tibias were post-fixed in 4% PFA for 3 days at 4°C, decalcified for 4 days at 4°C in EDTA solution (14% EDTA, 3% ammonium hydroxide, pH = 7.1), cryoprotected in 30% sucrose solution for 24 h at 4°C, embedded in TissueTek, and stored at -80°C. Bones were cut into 10 µm sections using a cryostat and stored at -80°C until further processing. To analyse SNS innervation of the bone marrow, tyrosine hydroxylase (TH) positive nerve endings were stained. Sections were washed in PBS, permeabilised in PBS-T 0.5% for 30 min, followed by washing in PBS and incubation in blocking solution (5% NGS in PBS-T 0.025%) for 1 - 2 h. Sections were then incubated with primary antibody against TH, diluted in antibody solution (2.5% NGS in PBS-T 0.025%), overnight at 4°C. On the next day, sections were washed, followed by 2 h incubation with secondary antibody. Nuclei were stained with DAPI and washed sections embedded in Fluoromount-G®. Stained bone marrow sections were imaged using a Leica TCS SP8 confocal microscope. Z-stacks of 10 µm were acquired using the 63x objective (numerical aperture (NA) 1.2), with an optical section thickness of 1 µm. Images were acquired as 8-bit, with 920 x 920 pixels. Next to TH and DAPI, a transmitted light picture was taken for identification of blood vessels. Five to seven images were acquired per animal. Images were analysed using Fiji (ImageJ 2.0.0). Maximum projections of z-stacks (TH channel) were used. Signal in the TH channel was thresholded to limit the analysis to TH-positive nerve endings. Within this threshold, TH signal intensity was measured as mean grey.

***Isolation of microglia for RNA-Sequencing***

Microglia (CD11b+ cells) were isolated from brain tissue of stress-naïve mice using magnetic cell separation. Briefly, male *Cnr1^+/+^* and *Cnr1^-/-^* mice (n = 3 per genotype) were deeply anaesthetised and perfused with ice-cold PBS. Brains were isolated and kept on ice in FACS buffer (HBSS + 2% FCS). After removing the cerebellum, brains were mechanically dissociated in glass douncers in 5 ml FACS buffer + 20 µg/ml DNase I (Roche). Homogenates were filtered through a 70 µm cell strainer, washed with FACS buffer and centrifuged (300 x g, 10 min, 4°C). For myelin removal, cells were resuspended in 40% Percoll and centrifuged (300 x g, 30 min, 4°C), after which myelin and supernatant were removed and pelleted cells washed in FACS buffer. Cells were counted and subjected to magnetic cell separation, using CD11b MicroBeads (MACS®, Miltenyi Biotec). In brief, cells were incubated with CD11b MicroBeads for 15 min at 4°C. After washing and centrifugation, cells were resuspended in 500 µl FACS buffer and transferred to MS columns placed in an OctoMACS separator. Columns were washed with FACS buffer to wash out unlabelled cells. To collect enriched CD11b+ cells, columns were removed from the magnet and cells flushed out into collection tubes. Cells were washed, centrifuged, and cell pellets snap-frozen in liquid nitrogen and stored at -80°C.

***RNA isolation, 3′ mRNA-Seq library preparation, and RNA-Seq***

Total RNA was isolated from enriched microglia using the Qiagen RNeasy Mini Kit according to the manufacturer’s instructions and eluted in 30 µl of RNAse-free water. Subsequent processing of RNA was performed at the NGS core facility of the University of Bonn. Quality control was performed using an Agilent TapeStation. Libraries for sequencing were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen) as per manufacturer instructions. Reads were sequenced on an Illumina HiSeq 2500 V4 in high output mode. Approximately 10 million single-reads of 50 bp length were obtained per sample library. RNA-Seq data can be accessed under GSE152266.

***Gene expression analysis using Partek****®* ***Flow****®*

Analysis was performerd using the Lexogen QuantSeq pipeline implemented in Partek® Flow® Genomic Analysis Software, with small modifications. Briefly, trimmed reads were aligned to the mm10 reference index using STAR - 2.6.1d (deviation from default settings: filtering BySJout, max. read mapping 20, max. mismatches 99, mismatch mapped ratio 0.6, min. intron size 20, min. spliced alignment overhang 8, min. annotated spliced alignment overhang 1). Alignment rates were approximately 80-90% for all samples. Aligned reads were quantified using Partek E/M against mm10 - Ensembl Transcript release 99. 

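Expectation-maximisation assigns reads that match several transcripts in fractions. Between 83.4% and 85.5% of the values above 0 in a library were whole multiples of the value of 1 read. Between 17417 and 18064 genes were listed above 0 per library. The gene *Gm42418*, chosen after its values were seen, alone took between 7.81% and 10.3% of a library's scaled total, and genes of the mitochondrial chromosome between 2.92% and 4.96%.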

Gene counts were normalised using TMM normalisation. To analyse overall sample similarity, normalised, log2-transformed counts were used for hierarchical clustering, principal component analysis (PCA), and t-distributed Stochastic Neighbor Embedding (tSNE). Differential gene expression analysis was performed using one-factorial ANOVA. A low-expression filter was applied to exclude genes with an average coverage of less than 10 and Limma-voom shrinkage of error term variance was applied. Multiple test correction was performed using FDR step-up ^7^. A summary report of the ANOVA is given in Supplementary Table 2. Differentially expressed (DE) genes were considered significant when reaching FDR < 0.1 and a fold change of > 1.5. For heat map visualisation of the top DE genes, results were filtered for nominal p-values < 0.01 and fold change of > 1.5.

**Supplementary figure legends**

**Supplementary Figure 1. Behavioural responses to standard CSDS in surviving *Dagla^fl/fl^*and *Dagla^-/-^*mice. (a)** Experimental timeline for standard CSDS experiments done in mice lacking DAGL

 - the enzyme synthesising the main endocannabinoid 2-AG. *Dagla^fl/fl^* littermates were used as wild type controls. **(b)** Similar to *Cnr1^-/-^* mice, *Dagla^-/-^*mice showed high mortality rates during exposure to standard CSDS. **(c - h)** Behavioural analysis of surviving mice after standard CSDS. **(c)** Social avoidance behaviour was analysed as interaction with a novel CD1 target mouse over a period of five minutes. In these experiments, no trial without CD1 target was performed (stress: F_(1,31)_ = 20.31, p < 0.0001; genotype: F_(1,31)_ = 8.38, p = 0.007). **(d)** Time spent in corner areas in the presence of a CD1 target (stress: F_(1,33)_ = 3.10, p = 0.088; genotype: F_(1,33)_ = 3.10, p = 0.088). **(e)** Anxiety in the open field test was measured as time spent in the centre area (no significant main effects)**. (f)** Anhedonia was measured in the sucrose preference test (no significant main effects). **(g)** Body weight change after 10 days of standard CSDS (no significant main effects). **(h)** Stress caused enlarged adrenal glands, measured 12 days after the last stress exposure (stress: F_(1,32)_ = 7.29, p = 0.011). Data was analysed by 2-way ANOVA, followed by Bonferroni *post-hoc* comparisons. For genotype effects (compared to *Dagla^fl/fl^* of the same group) * p < 0.05. For stress effects (compared to control of the same genotype) + p < 0.05.

**Supplementary Figure 2. Behavioural, endocrine, and immunological responses to standard CSDS in surviving *Cnr1^+/+^* and *Cnr1^-/-^* mice. (a)** Mice in cohort one were subjected to the social avoidance test after standard CSDS. First trial (no target): the cage located on one side of the arena is empty. Second trial (target):  cage containing an unfamiliar CD1 aggressor mouse. After all mice had completed the first trial, the empty cages were replaced by cages with CD1 mice and all mice tested in the second trial. Interaction with empty cage (genotype: F_(1,16)_ = 4.086, p = 0.0603). Social interaction (SI) ratio, calculated from the interaction time in the first and second trial (see Figure 1). A ratio > 1 (red line) is usually used to identify stress-resilient mice (stress: F_(1,16)_ = 46.1, p < 0.0001). Time spent in any of the four corners with no target (stress: F_(1,16)_ = 3.934, p = 0.0647; stress x genotype interaction: F_(1,16)_ = 4.022, p = 0.0621) or when the target is present (stress: F_(1,16)_ = 33.43, p < 0.0001). **(b)** Body weight change after standard CSDS, compared to day one (stress: F_(1,37)_ = 18.69, p = 0.0001). **(c)** Relative adrenal weight, measured approximately 24 h after the last stress exposure (stress: F_(1,16)_ = 4.844, p = 0.0428; genotype: F_(1,16)_ = 5.19, p = 0.0368). **(d - e)** In an independent cohort of mice, corticosterone (CORT) was measured after standard CSDS in blood plasma and fecal extracts using a CORT enzyme immunoassay (EIA). **(d)** Blood was collected approximately 24 h after the last stress exposure, at the beginning of the active phase (genotype: F_(1,18)_ = 3.885, p = 0.0643; stress x genotype interaction: F_(1,14)_ = 3.776, p = 0.0724). **(e)** In another cohort of mice, feces were collected from a 24 h period after standard CSDS. Steroids were extracted from fecal samples using ethanol extraction and used for CORT measurements (no significant main effects). **(f)** After standard CSDS, whole blood was collected by cardiac puncture and analysed by flow cytometry. Ly6C^hi^ monocyte frequency (stress: F_(1,15)_ = 5.81, p = 0.029). **(g)** Spleen weight (normalised to body weight) measured 24 h after the last stress exposure (stress: F_(1,16)_ =  13.34, p = 0.0021; genotype: F_(1,16)_ = 3.956, p = 0.0641). **(h - i)** Isolated splenocytes were cultured overnight and stimulated with LPS or vehicle (PBS). Afterwards, cells were harvested for flow cytometric analysis and supernatants collected for cytokine measurements. **(h)** Ly6C^hi^ monocyte frequency in unstimulated splenocytes (stress: F_(1,15)_ = 24.9, p = 0.0002). **(i)** IL-6 released from splenocytes stimulated with 1 µg/ml LPS (stress: F_(1,14)_ = 14.12, p = 0.002). Similar results were also observed for TNFa and IL-1b (data not shown). Data was analysed by 2-way ANOVA, followed by Bonferroni *post-hoc* comparisons. For genotype effects (compared to *Cnr1*^+/+^ of the same group) * p < 0.05, ** p < 0.01, *** p < 0.001. For stress effects (compared to control of the same genotype) + p < 0.05, ++ p < 0.01, +++ p < 0.001.

**Supplementary Figure 3. Stress susceptibility in the social avoidance test does not correlate with other stress-related behavioural changes. (a - d)** In cohort two of standard CSDS (5 min daily defeat), behavioural analysis of *Cnr1*^+/+^ mice showed that separation of stressed mice into susceptible and resilient groups in the social avoidance test does not segregate mice in other behavioural domains. **(a)** Social avoidance test: calculation of the SI ratio was used to allocate mice into susceptible (SI ratio < 1) and resilient (SI ratio > 1) groups. When a CD1 target was present, this separation clearly showed differences between resilient and susceptible mice in interaction time with the CD1 target (F = 13.47, p = 0.001) and time spent in the corners (F = 10.71, p = 0.002). **(b)** In contrast, susceptible and resilient mice did not show differences in anxiety in the open field, measured as time spent in the centre (F = 3.35, p = 0.07) and frequency to enter the centre (F = 3.43, p = 0.07). **(c)** In the sucrose preference, no significant difference was observed between resilient and susceptible mice (F = 2.75, p = 0.11). It even seemed like resilient mice showed lower preferences, indicative of stronger anhedonia. Data was analysed by 1way ANOVA followed by Bonferroni *post-hoc* comparisons, * p < 0.05. **(d)** Plasma IL-6 measured one hour after the first stress exposure was not correlated with the degree of later social avoidance behaviour in stressed *Cnr1*^+/+^ mice (R^2^ = 0.0142, p = 0.743). **(e)** Behavioural analysis after mild CSDS further supports that stress susceptibility in the social avoidance test is not sufficient to generally predict stress-related behaviour. The SI ratio of mice only correlated with parameters measured during the social avoidance test (time in corners: R^2^ = 0.36, p < 0.0001), but was not correlated with other behavioural readouts, such as open field anxiety (R^2^ = 0.009), p = 0.50), sucrose preference (R^2^ = 0.001), p = 0.80), or nest building behaviour (R^2^ = 0.001), p = 0.83). Data was analysed by Pearson correlation.

**Supplementary Figure 4. Effects of mild CSDS on brain IBA1 and ICAM-1 immunoreactivity.** Coronal brain sections of 60 µm were stained for IBA1 (red) and ICAM-1 (cyan), nuclei were stained with DAPI (blue). Sections were imaged using confocal microscopy. **(a)** Left panels: representative images of the dentate gyrus (DG) of the hippocampus, acquired with a 20x objective. Z-stacks of 9 µm were taken with a step size of 3 µm. Maximum projections are shown. Scale bar = 200 µm. Right panel: higher magnification images of the inferior molecular layer (indicated by white boxes in overview) were acquired using the 63x objective. Z-stacks of 40 – 50 µm were acquired with a step size of 0.5 µm. Maximum projections of 5 µm depth are shown. Scale bar = 25 µm. **(b)** Number of microglia (IBA1+ cells) in the DG (no significant main effects). **(c)** To analyse ICAM-1 expression by microglia, ICAM-1 mean grey within IBA1+ area was quantified in the molecular layer of the DG (no significant main effects). **(d)** Representative image of IBA1/ICAM-1 immunoreactivity in the CA1 region of the hippocampus, amygdala (AMY), and medial prefrontal cortex (mPFC). Images of a stressed *Cnr1^+/+^* mouse are shown exemplarily. Scale bar = 50 µm. **(e)** Quantification of IBA1+ area in the CA1 region (no significant main effects); AMY (stress x genotype interaction: F_(1,20)_ = 9.37, p = 0.006); mPFC (no significant main effects). **(f)** Quantification of ICAM-1+ area in the CA1 region (stress: F_(1,19)_ = 5.39, p = 0.032; stress x genotype interaction: F_(1,19)_ = 3.21, p = 0.089); AMY (stress: F_(1,17)_ = 3.27, p = 0.088); mPFC (stress: F_(1,18)_ = 4.17, p = 0.056; stress x genotype interaction: F_(1,18)_ = 3.72, p = 0.070). Data was analysed by 2-way ANOVA, followed by Bonferroni *post-hoc* comparisons. For genotype effects (compared to *Cnr1*^+/+^ of the same group) * p < 0.05. For stress effects (compared to control of the same genotype) + p < 0.05.

**Supplementary Figure 5. Mild CSDS-induced changes in IBA1+ area are mediated by brain resident TMEM119+ microglia.** Coronal brain sections of 60 µm were stained with antibodies against IBA1 (red) and TMEM119 (green), nuclei were stained with DAPI (blue). Sections were imaged using confocal microscopy. **(a)** Upper panels: representative image of the hippocampus of a *Cnr1*^+/+^ control mouse, acquired with a 20x objective, a single z-plane is shown. Scale bar = 200 µm. Bottom panel: higher magnification images of region of interest (indicated by white boxes in panel above). Arrows indicate IBA1+ TMEM119- cells, representing perivascular / meningeal macrophages. Mostly, those cells were found in proximity to blood vessels or meningeal regions and also displayed a round or rod-shaped morphology, rather different from the morphology of typical microglia. Arrow heads indicate IBA1+, TMEM119^low^ cells with ramified morphology. Only a very small number of IBA1+ TMEM119^low^ cells with ramified morphology were found in the regions analysed. An interesting observation was that TMEM119 immunoreactivity was generally weaker in the granule cell layer and the subgranular zone of the DG, a region associated with neurogenesis. IBA1+ cells in this area did have a faint TMEM119 signal, however it was much weaker compared to other hippocampal regions. Scale bar = 50 µm. **(b)** Quantification of TMEM119+ area in the DG in 20x overview images (stress x genotype interaction: F_(1,20)_ = 3.06, p = 0.096). Data was analysed by 2-way ANOVA, followed by Bonferroni *post-hoc* comparisons. **(c)** Pearson correlation analysis of IBA1+ vs. TMEM119+ area in the DG (R^2^ = 0.87, p < 0.0001).

**Supplementary Figure 6. Effects of mild CSDS on hippocampal microglial morphology.** Microglia morphology was analysed from 40 - 50 µm z-stacks acquired with 63x magnification, using an ImageJ-based analysis tool. **(a)** Additional morphological parameters of microglia within the molecular layer of the dentate gyrus. Cell surface area (stress: F_(1,266)_ = 12.58, p = 0.0005, stress x genotype interaction: F_(1,266)_ = 5.93, p = 0.016). Spanned volume of the convex hull (stress: F_(1,266)_ = 17.11, p < 0.0001, stress x genotype interaction: F_(1,266)_ = 3.61, p = 0.058). Number of junctions (stress: F_(1,269)_ = 8.30, p = 0.004). Total tree length, i.e. length of all processes (stress: F_(1,269)_ = 11.63, p = 0.0007). Average branch length (no significant main effects). **(b)** Microglia morphology within the stratum radiatum of the CA1 region. Although the directions of effects were similar to those observed in the DG, there were no significant differences for any morphological parameter analysed. Only IBA1 average intensity was affected by both stress and genotype (stress: F_(1,187)_ = 3.47, p = 0.006, genotype: F_(1,187)_ = 7.90, p < 0.0001, stress x genotype interaction: F_(1,187)_ = 2.63, p = 0.017). Data was analysed by 2-way ANOVA, followed by Bonferroni *post-hoc* comparisons. For genotype effects (compared to *Cnr1*^+/+^ of the same group) * p < 0.05. For stress effects (compared to control of the same genotype) + p < 0.05.

**Supplementary Figure 7. Transcriptome analysis of microglia (enriched CD11b+ cells) isolated from *Cnr1^+/+^* and *Cnr1^-/-^* mice.** Microglia were isolated from brain tissue of stress-naïve male mice (n = 3 per genotype) using magnetic cell separation with CD11b MicroBeads. Gene expression of isolated microglia was analysed using 3’ mRNA sequencing. **(a)** Summary of raw read counts and post-alignment quality control. **(b-d)** Analysis of overall sample similarity based on TMM-normalised, log2-transformed gene counts did not reveal a clear segregation of samples by genotype in **(b)** hierarchical clustering, **(c)** principal component analysis (PCA), or **(d)** t‑distributed Stochastic Neighbor Embedding (tSNE).

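*Xist*, which is expressed from the inactive X chromosome of females, did not exceed 0.841 cpm in any library, and the Y-linked gene *Ddx3y* lay between 58.5 and 89.5 cpm; both genes were chosen after their values were seen. The 14 microglia identity genes summed to between 18013 and 21214 cpm per library. The 9 neuron markers summed to between 205 and 391 cpm and the 9 border-associated macrophage markers to between 332 and 473 cpm.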

**Supplementary references:**

1. Zimmer, A., Zimmer, A. M., Hohmann, A. G., Herkenham, M. & Bonner, T. I. Increased mortality , hypoactivity , and hypoalgesia in cannabinoid CB1 receptor knockout mice. *Proc. Natl. Acad. Sci.* **96**, 5780–5785 (1999).

2. Jenniches, I. *et al.* Anxiety, Stress, and Fear Response in Mice with Reduced Endocannabinoid Levels. *Biol. Psychiatry* **79**, 858–868 (2016).

3. Bult, A. & Lynch, C. B. Nesting and fitness: lifetime reproductive success in house mice bidirectionally selected for thermoregulatory nest-building behavior. *Behav. Genet.* **27**, 231–240 (1997).

4. Moretti, P., Bouwknecht, J. A., Teague, R., Paylor, R. & Zoghbi, H. Y. Abnormalities of social interactions and home-cage behavior in a mouse model of Rett syndrome. *Hum. Mol. Genet.* **14**, 205–220 (2005).

5. Plescher, M. *et al.* Plaque-dependent morphological and electrophysiological heterogeneity of microglia in an Alzheimer’s disease mouse model. *Glia* **66**, 1464–1480 (2018).

6. Arganda-Carreras, I., Fernandez-Gonzalez, R., Munoz-Barrutia, A. & Ortiz-De-Solorzano, C. 3D reconstruction of histological sections: Application to mammary gland tissue. *Microsc. Res. Tech.* **73**, 1019–1029 (2010).

7. Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *J. R. Stat. Soc. Ser. B* **57**, 289–300 (1995).

# Supplementary material for: Cannabinoid receptor 1 signalling modulates stress susceptibility and microglial responses to chronic social defeat stress
**Source:** Transl Psychiatry. 2021 Mar 15;11:164. doi: 10.1038/s41398-021-01283-0
**Supplement:** Supplementary file 9 — Supplementary Table 1

Supplementary Table 1. Antibody information

| Application          | Antigen (all anti-mouse) | Conjugate            | Host species | Clone       | Dilution             | Company     | Catalog # |
|----------------------|--------------------------|----------------------|--------------|-------------|----------------------|-------------|-----------|
| Flow cytometry       | CD115 (CSF-1R)           | PerCP/Cy5.5          | Rat          | AFS98       | 1:100                | BioLegend   | 135526    |
|                      | NK1.1                    | Biotin               | Rat          | PK136       | 1:200                | BioLegend   | 108704    |
|                      | TER-119                  | Biotin               | Rat          | TER-119     | 1:200                | BioLegend   | 116204    |
|                      | Ly-6G                    | Biotin               | Rat          | 1A8         | 1:200                | BioLegend   | 127604    |
|                      | Ly-6G                    | PE/Cy7               | Rat          | 1A8         | 1:200                | BD          | 560601    |
|                      | CD3                      | Biotin               | Rat          | 17A2        | 1:200                | BioLegend   | 100244    |
|                      | CD45                     | Brilliant Violet 510 | Rat          | 30-F11      | 1:200                | BioLegend   | 103137    |
|                      | CD11b                    | PE/Cy7               | Rat          | M1/70       | 1:200                | BioLegend   | 101216    |
|                      | CD11b                    | FITC                 | Rat          | M1/70       | 1:200                | BD          | 553310    |
|                      | Ly-6C                    | APC                  | Rat          | HK1.4       | 1:200                | BioLegend   | 128016    |
|                      | CD19                     | APC/Cy7              | Rat          | 1D3         | 1:200                | BD          | 557655    |
|                      | CCR2 (CD192)             | Brilliant Violet 421 | Rat          | SA203G11    | 1:200                | BioLegend   | 150605    |
|                      | MERTK (Mer)              | PE                   | Rat          | 2B10C42     | 1:400                | BioLegend   | 151505    |
|                      | MHC class II (I-A/I-E)   | PerCP/Cy5.5          | Rat          | M5/114.15.2 | 1:200                | BioLegend   | 107625    |
|                      | CD11c                    | FITC                 | Hamster      | N418        | 1:200                | BioLegend   | 117306    |
|                      | CD40                     | PE                   | Rat          | 1C10        | 1:200                | eBioscience | 12-0401   |
|                      | Streptavidin             | APC/Cy7              |              |             | 1:200                | BioLegend   | 405208    |
| Immunohistochemistry | IBA1                     | unconjugated         | Rabbit       | Polyclonal  | 1:1000               | Wako        | 019-19741 |
|                      | IBA1                     | unconjugated         | Goat         | Polyclonal  | 1:1000               | abcam       | ab5076    |
|                      | ICAM-1/CD54              | unconjugated         | Goat         | Polyclonal  | 1:1000               | R&D systems | AF796     |
|                      | TH                       | unconjugated         | Rabbit       | Polyclonal  | 1:1000               | abcam       | ab112     |
|                      | TMEM119                  | unconjugated         | Rabbit       | 43918       | 1:1000 (0.614 µg/ml) | abcam       | ab234501  |
|                      | CD45                     | unconjugated         | Rat          | IBL-3/16    | 1:500                | abcam       | ab23910   |
|                      | Anti-rat IgG             | Alexa Fluor 488      | Donkey       |             | 1:1000               | Invitrogen  | A21208    |
|                      | Anti-rabbit IgG          | Alexa Fluor 594      | Donkey       |             | 1:1000               | Invitrogen  | A21207    |
|                      | Anti-goat IgG            | Alexa Fluor 647      | Donkey       |             | 1:1000               | Invitrogen  | A21447    |

# Supplementary material for: Cannabinoid receptor 1 signalling modulates stress susceptibility and microglial responses to chronic social defeat stress
**Source:** Transl Psychiatry. 2021 Mar 15;11:164. doi: 10.1038/s41398-021-01283-0
**Supplement:** Supplementary file 10 — Supplementary Table 2

**Supplementary Table 2. ANOVA summary report: Differentially expressed (DE) genes between Cnr1+/+ vs. Cnr1-/- microglia; DE genes with a p value < 0.05 (uncorrected) are listed.**

|         |          |          |       |       |         |         |
|---------|----------|----------|-------|-------|---------|---------|
| Itch    | 199.53   | 4.55E-02 | 0.777 | 1.28  | 37.35   | 29.08   |
| Gng12   | 92.62    | 4.56E-02 | 0.777 | 1.41  | 17.91   | 12.73   |
| Ctdsp1  | 179.20   | 4.56E-02 | 0.777 | 1.33  | 33.82   | 25.42   |
| Samhd1  | 450.36   | 4.58E-02 | 0.777 | 1.23  | 82.78   | 67.17   |
| Uqcrc2  | 293.28   | 4.59E-02 | 0.777 | 1.25  | 54.39   | 43.45   |
| Ccng1   | 122.12   | 4.60E-02 | 0.777 | -1.36 | 17.17   | 23.40   |
| Sox4    | 1302.62  | 4.61E-02 | 0.777 | -1.18 | 199.06  | 235.13  |
| Extl3   | 489.75   | 4.63E-02 | 0.777 | 1.22  | 89.30   | 73.28   |
| Ikbkg   | 68.88    | 4.63E-02 | 0.777 | 1.48  | 13.46   | 9.09    |
| Stimate | 63.44    | 4.64E-02 | 0.777 | 1.50  | 12.39   | 8.28    |
| Mtor    | 65.45    | 4.66E-02 | 0.777 | 1.46  | 12.76   | 8.74    |
| Srsf5   | 1402.88  | 4.67E-02 | 0.777 | 1.18  | 253.20  | 213.94  |
| Dgat1   | 85.83    | 4.68E-02 | 0.777 | 1.44  | 16.57   | 11.51   |
| Srm     | 94.83    | 4.70E-02 | 0.777 | 1.39  | 18.23   | 13.12   |
| Mafb    | 2241.96  | 4.72E-02 | 0.777 | 1.18  | 403.58  | 342.09  |
| Osbpl7  | 63.21    | 4.72E-02 | 0.777 | 1.45  | 12.43   | 8.55    |
| Pgm2l1  | 77.36    | 4.72E-02 | 0.777 | -1.42 | 10.56   | 15.03   |
| Gm8226  | 65.46    | 4.74E-02 | 0.777 | 1.43  | 12.81   | 8.93    |
| Fance   | 146.66   | 4.76E-02 | 0.777 | 1.34  | 27.77   | 20.79   |
| Mfap1b  | 261.28   | 4.76E-02 | 0.777 | 1.26  | 48.20   | 38.34   |
| Abr     | 207.94   | 4.79E-02 | 0.777 | 1.28  | 38.80   | 30.30   |
| Rnf149  | 556.97   | 4.80E-02 | 0.777 | 1.21  | 101.53  | 83.67   |
| Rgs7bp  | 135.84   | 4.80E-02 | 0.777 | -1.38 | 18.88   | 26.00   |
| Polr2l  | 189.16   | 4.81E-02 | 0.777 | -1.50 | 22.13   | 33.26   |
| Il16    | 513.44   | 4.82E-02 | 0.777 | 1.21  | 93.70   | 77.43   |
| Gm21596 | 103.83   | 4.82E-02 | 0.777 | 1.37  | 19.95   | 14.52   |
| Ip6k2   | 65.50    | 4.87E-02 | 0.782 | -1.46 | 8.77    | 12.79   |
| Gm13166 | 280.50   | 4.87E-02 | 0.782 | -1.25 | 41.48   | 51.90   |
| Kif21b  | 568.15   | 4.90E-02 | 0.784 | 1.21  | 103.63  | 85.53   |
| Nt5c2   | 85.29    | 4.91E-02 | 0.784 | -1.44 | 11.51   | 16.58   |
| Blvrb   | 120.22   | 4.96E-02 | 0.784 | 1.37  | 22.94   | 16.74   |
| Gm28437 | 11634.36 | 4.97E-02 | 0.784 | 1.17  | 2084.88 | 1778.24 |
| Lyz2    | 1079.93  | 4.98E-02 | 0.784 | 1.29  | 195.99  | 152.38  |

How the deposited data were processed for this re-analysis (not part of the article)

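RNA of CD11b+ cells from 3 *Cnr1*+/+ and 3 *Cnr1*-/- mice was analysed, 1 library per mouse, with conditions taken from the sample labels. No column was left unmapped. The authors trimmed and aligned the reads to mm10, quantified them per gene with expectation-maximisation and normalised them with TMM. The values used are CPM made by the authors with TMM scaling, as deposited, and the listed genes account for between 50.1% and 59.1% of each library's scaled total. Effective library sizes of 7708808 to 10723820 reads were derived from the value of 1 read. Since under 95% of the values were whole multiples of that value, tests for counts were not used.

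Differences between genotype labels were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2 (value + 0.1) for genes with a mean of at least 10, with genotype as the only term and Benjamini-Hochberg adjustment. The thresholds of the paper were used (nominal p under 0.05, or adjusted p under 0.1 with a fold change over 1.5, and nominal p under 0.01 with a fold change over 1.5 for the heat map). Single genes were also compared with a two-sided exact permutation test. Similarity of the libraries was measured from 1 − Pearson r, principal components and average-linkage clustering; tSNE was not run for 6 points. Sets of genes were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry. Their p rests on a model of the genes, not on an exact test of the libraries, so the number of splits that gave a camera p as small was counted for each of the 13 tested lists fixed beforehand. The 16 lists, fixed before the data were examined, were glucocorticoid-responsive, neutrophil, erythrocyte, monocyte, border-associated macrophage, MHC class II, lymphocyte, neuron, oligodendrocyte, astrocyte, endothelial, mitochondrially encoded, dissociation response, microglia identity, circadian clock and adrenergic receptor genes, of which 13 had at least 2 tested members. A list of 14 proliferation genes was added after the data were examined. Genes within 20 Mb of *Cnr1* were compared with the other tested genes by Fisher's exact test, and the genome was divided into 220 windows of 10 Mb with at least 10 tested genes.

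The genes named are those the paper names, the 5 higher and the 5 lower genes with the smallest nominal p among those whose groups did not overlap, and within a list its members with a nominal p under 0.05 and its most abundant members. Genes named outside this rule were chosen after their values were seen. Besides those marked so where they are named, these are *Mt2*, *H2-DMb1*, *Dbp*, *Nr1d1*, *Per3* and *Hlf*. Coordinates are those of the values' own annotation, and 18826 of the listed symbols matched GENCODE vM21.

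Alternatives set before the data were examined were pseudocounts of 1 and 0.0001, no filter, a minimum mean of 20, centring each library on its median, quantile normalisation, rescaling to equal totals without mitochondrially encoded genes, eBayes without trend, vooma weights, a one-factor model without shrinkage, the replicate number as a block, and each library left out in turn. A limma voom fit and a test of the glucocorticoid-responsive list without *Fkbp5*, *Nfkbia*, *Tsc22d3* and *Ddit4* were added after seeing the data. The planned share of Supplementary Table 2 genes with the same direction was not run, because the copy used here holds 412 genes where the text gives 414. All 10 splits of the 6 libraries were fitted.

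The steps were tested on simulated data with the median within-group dispersion of the tested genes less the part that counting gives. The simulated values were slightly less variable than the real ones. Nearly all genes changed 2-fold or 3-fold were called, fewer of those changed 1.5-fold, which is the threshold itself, and 0 genes were called when no change was simulated. Genes were simulated independently and with the same dispersion, so these rates do not carry over to the real libraries. There, a split other than that by label gave 7 genes past both thresholds. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.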

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

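The tests against RNA from neurons, exchanged labels and the targeted allele, of the neutrophil list without 1 library, of the erythrocyte markers beside the neutrophil list, of reads shared with nuclear copies and of reads shared between histone genes were chosen only after the results were seen.

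*Cnr1* was listed above 0 in the 3 libraries labelled *Cnr1*-/-, with a mean of 1.47 cpm, and at 0 in the 3 labelled *Cnr1*+/+, although *Cnr1* is the gene disrupted in *Cnr1*-/- mice. The paper does not report *Cnr1* in these libraries. No annotated gene overlaps *Cnr1* on its strand (0 genes), which argues against reads of an overlapping gene. More RNA from neurons in the libraries labelled *Cnr1*-/- is argued against by the 9 neuron markers. Their median fold was 1.08 and their largest 1.24. The smallest *Cnr1* value was 3.115 times the largest limit of 3 reads in the libraries labelled *Cnr1*+/+. That ratio leaves out counting error in the *Cnr1* value itself. The neuron markers summed to between 205 and 391 cpm per library, so RNA from neurons as the source of the *Cnr1* reads stays open. An exchange of some of the genotype labels would place *Cnr1* above 3 reads in some libraries of each label, but it did so in 0 of the libraries labelled *Cnr1*+/+. An exchange of all genotype labels and transcription of the 3′ end from the targeted allele both place *Cnr1* above 3 reads in the libraries labelled *Cnr1*-/-, as seen in 3 of 3, and cannot be told apart, because only summed values per gene were used here. If all labels were exchanged, every direction given by the labels would turn around, including that of *Fkbp5*.

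The neutrophil list was higher in the libraries labelled *Cnr1*-/-, with a median log2 fold change of 1.26 over 9 tested genes (camera adjusted p = 0.00104, all 9 higher), a difference between the labels in genes the paper does not discuss. It rests on the library labelled *Cnr1*-/- replicate 2, where the listed members summed to 4118 cpm against 270 to 532 cpm in the other 5. There *S100a9* reached 1630 cpm and *S100a8* 1398 cpm. Without that library the median was 0.08 over the 5 genes still tested, 4 of them higher, and the camera p was 0.839 (adjusted p = 0.909). For these genes this argues against an effect of genotype in all 3 libraries. The other members then fell below the minimum mean. Of these, *Ltf* had 15.5 and 9.90 cpm in the libraries labelled *Cnr1*-/- replicates 1 and 3, against 4.89 to 8.69 cpm in those labelled *Cnr1*+/+. The rest of these overlapped. Blood cells in 1 library are a likely source: in that library all 7 listed erythrocyte markers lay above the other 5 libraries, with a median log2 ratio of 4.15. The median log2 ratio of the lymphocyte markers was 1.22, above the limit of 1 set beforehand, but only 2 of the 8 were listed and their sum of 9.51 cpm lay within the range of the other libraries, 5.29 to 9.99 cpm, so these genes alone decide nothing. Of 6 monocyte markers, 2 lay above the other libraries, *Ly6c2* among them (11.2 cpm), and *Ccr2* did not; both were named after their values were seen. Of the 10 splits of the 6 libraries, 7 gave a camera p for the neutrophil list as small. The list failed fry (p = 0.345) and the estimated correlation (p = 0.279).

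The mitochondrially encoded genes were higher in the libraries labelled *Cnr1*-/-, with a median log2 fold change of 0.32 over 13 genes (camera adjusted p = 5.58e-05, all 13 higher). The authors' normalisation as the whole cause is argued against by all 13 genes being higher under each of centring, quantile normalisation and rescaling. The median log2 fold change was 0.24, 0.18 and 0.22 in turn, so part of the 0.32 depended on the scaling. The largest camera p over these 3 scalings was 0.000589, which decides little here. Camera compares the list with the other tested genes, so a shift of a whole library largely cancels. A shift of reads from 4 nuclear copies as the whole cause is argued against. The copies would have to fall from a mean of 7712 cpm to 3503 cpm, but they lay at 8364 cpm or above in the libraries labelled *Cnr1*-/-, with a log2 ratio of 0.25 (exact permutation p = 0.1), and of 0.07 to 0.18 under the 3 scalings, where the groups overlapped. This test replaced an earlier one, on the sum of chromosome M and the copies, which was to stay near 0 if reads were only shifted; that sum had a log2 ratio of 0.23, but its groups overlapped (exact permutation p = 0.4), which by itself left the explanation open. Of the 10 splits of the 6 libraries, 3 gave a camera p as small. With fry the p was 0.0827 and with an estimated correlation 0.183. An effect of genotype stays open and was not tested further.

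Histone genes of the chromosome 13 clusters other than *Hist1h2ap*, chosen after their values were seen, summed higher in every library labelled *Cnr1*-/-, with a log2 ratio of 0.69 over 18 genes (exact permutation p = 0.1). The sum with *Hist1h2ap* was also higher, with a log2 ratio of 0.93, and did not overlap, but it includes histone genes of other families. Reads shifted from the other listed H2A genes of these clusters, *Hist1h2ao*, *H2ac6* and *H2ac8*, are argued against as the cause of the difference in *Hist1h2ap*. Each had at most 9.54 cpm in the libraries labelled *Cnr1*+/+, whereas the mean of *Hist1h2ap* was 134 cpm against 55.8 cpm. Reads shared with histone genes elsewhere or not listed stay open. Of the 19 genes, 13 were higher and 6 lower under the authors' scaling and under each of centring, quantile normalisation and rescaling. More dividing cells may contribute: the 14 proliferation genes, of which 3 were tested, gave a camera p of 0.0731 with a median log2 fold change of 0.33. Of the other 11, all below the minimum mean, 6 were higher and 5 lower: of genes chosen after their values were seen, *Mcm6* was lower and *Mki67* higher in every library labelled *Cnr1*-/-, the latter mostly in replicate 2 (12.1 cpm). The genes go both ways and decide nothing. An effect of genotype stays open.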

How the results depend on the processing

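No test in this part was chosen only after the result was seen, except the limma voom fit and the glucocorticoid-responsive list without 4 genes, which were added after seeing the data.

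The number of genes with a nominal p under 0.05 was 401 and stayed within 1.5 times that number except with no filter (993), with a minimum mean of 20 (263, fewer genes tested) and without the library labelled *Cnr1*-/- replicate 2 (251); it ranged from 251 to 600 across the 6 fits that each left out one library. With pseudocounts of 1 and 0.0001, 401 genes passed, all shared with the 401. With limma voom 408 genes passed. Which genes passed depended on the scaling and on other settings. Of the 401, 264 passed with eBayes without trend, 169 with the one-factor model and 182 to 285 across left-out libraries. With vooma weights, the replicate block and limma voom 380, 388 and 378 passed. Under the authors' scaling 84.5% of the genes that passed were higher. The share was 52.5% of 375 with each library centred on its median and 45.3% of 360 with quantile normalisation. It was 40.1% of 354 with rescaling without mitochondrially encoded genes. Under these 3 scalings 259, 225 and 204 of the genes that passed were among the 401. Of the 401 genes, 3 changed direction without the library labelled *Cnr1*-/- replicate 2. The median log2 fold change of all tested genes was 0.08, 0.01, 0.00 and −0.02 in turn. Centring moves all genes of a library by the same amount, so the lower share with centring comes from such shifts alone. Why the libraries differ in level was not tested, nor was the cause of the other changes.

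The number with an adjusted p under 0.1 and a fold change over 1.5 was 6. It was 0 with centring, quantile normalisation, rescaling, eBayes without trend and the one-factor model without shrinkage, where 375, 360, 354, 391 and 347 genes had a nominal p under 0.05. It was 14 with no filter, and from 1 to 24 across the fits that each left out one library: 14 without the library labelled *Cnr1*+/+ replicate 1, 1 without *Cnr1*+/+ replicate 2, 16 without *Cnr1*+/+ replicate 3 and 24 without *Cnr1*-/- replicate 3. With limma voom it was 7, *Adrb1* included. The 24 include neutrophil and erythrocyte genes, *S100a8*, *S100a9*, *Ltf* and *Hbb-bs* among them. These genes were high in the library labelled *Cnr1*-/- replicate 2, where blood cells are a likely source. The cause of the other changes was not tested. The replicate number as a block gave 8 genes, but deviations of libraries with the same number were uncorrelated (r from −0.06 to −0.03), so the numbers do not pair the libraries.

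The log2 fold change of *Fkbp5* kept its direction in all settings. It no longer passed an adjusted p of 0.1 with centring (1.12), quantile normalisation (1.10), rescaling (1.09), eBayes without trend (1.19) and the one-factor model (1.19), and without the library labelled *Cnr1*+/+ replicate 2 (adjusted p = 0.121); its range across the left-out libraries was 0.94 to 1.50 and its adjusted p ranged from 8.81e-06 to 0.886 over all settings. That of *Adrb1*, not called in the reported fit, was called with no filter, a minimum mean of 20 and the replicate block (0.66 in each), without the libraries labelled *Cnr1*+/+ replicate 1, *Cnr1*+/+ replicate 3 or *Cnr1*-/- replicate 3 (range over left-out libraries 0.53 to 0.84), and with limma voom (0.67); the adjusted p ranged from 0.0130 to 0.888. With the one-factor model, *Nfkbia* (0.55) and *Tsc22d3* (0.56) no longer had a nominal p under 0.05, and *Tsc22d3* did not without the library labelled *Cnr1*-/- replicate 2, with a range of 0.37 to 0.80 across left-out libraries. Both genes had higher values in other fits: *Nfkbia* passed both thresholds without the library labelled *Cnr1*-/- replicate 3 (0.76, adjusted p = 0.0334) or *Cnr1*+/+ replicate 3 (0.75, adjusted p = 0.0566), and *Tsc22d3* without the library labelled *Cnr1*-/- replicate 3 (0.80, adjusted p = 0.0742). The cause was not tested.

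The ratio of distances between and within labels, 1.03, fell below 1 with no filter (0.999) and without the library labelled *Cnr1*-/- replicate 1 (0.994) or *Cnr1*-/- replicate 2 (0.946), with a range of 0.946 to 1.09. The glucocorticoid-responsive list kept a p under 0.05 in all 18 alternatives, from 4.63e-07 to 0.0304, the largest without *Fkbp5*, *Nfkbia*, *Tsc22d3* and *Ddit4*, where the adjusted p was 0.0690. Of the other lists, 4 passed an adjusted p of 0.05; 7 did so with a minimum mean of 20, 0 with an estimated correlation and 0 with fry, where at an unadjusted p under 0.05 only the MHC class II list passed (p = 0.0196 and 0.0107), and from 3 to 7 across left-out libraries, with 7 without the libraries labelled *Cnr1*+/+ replicate 1, *Cnr1*-/- replicate 1 or *Cnr1*-/- replicate 3. The erythrocyte list turned to lower without the library labelled *Cnr1*-/- replicate 2 (camera p of 0.583, range over left-out libraries 0.000137 to 0.583). Among the other named genes 43 values were weaker and 136 the same, and among the other lists 22 were weaker, 8 stronger and 160 the same. *Abcc1* had no value with a minimum mean of 20. The planned share of Supplementary Table 2 genes with the same direction was not run, since the copy used here holds 412 genes and the text gives 414.

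A value of 0 allows up to 0.389 cpm at this depth, which limits *Cnr1* in particular.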

Differences from the paper's values

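No test in this part was chosen only after the result was seen, apart from the limma voom fit named below.

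Fold changes and mean normalised values of the 10 genes compared lay close to the paper's, and the differences are in adjusted p, which a ratio of 1.5 marked. For *Fkbp5* the limma adjusted p was 0.00565 against the paper's 0.002; of the alternatives set before the data were examined, the gap was closed with a minimum mean of 20 and with no other. For *Adrb1* it was 0.132 against the paper's 0.08; no filter, a minimum mean of 20, the replicate block, and leaving out the library labelled *Cnr1*+/+ replicate 1 or *Cnr1*+/+ replicate 3 closed the gap, as did limma voom (0.0997), and the other alternatives did not. For *Gm11353* it was 0.0259 against the paper's 0.009, and the replicate block alone closed the gap. For *Ddit4* it was 0.0568 against the paper's 0.03, and a minimum mean of 20, the replicate block and leaving out the library labelled *Cnr1*-/- replicate 2 closed it. For *Ogfrl1* it was 0.0455 against the paper's 0.03, and a pseudocount of 1, a minimum mean of 20, vooma weights and limma voom (0.0367) closed it. With limma voom the adjusted p of *Fkbp5*, *Gm11353* and *Ddit4* was 0.00341, 0.0146 and 0.0550, each still more than 1.5 times the paper's printed value. The paper's values are rounded. Whether the gap exceeds that ratio is therefore not certain for *Fkbp5* with limma voom, nor for *Ogfrl1* in the reported fit.

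The paper counts *Adrb1* among its significant genes, whereas here 6 genes passed both thresholds and *Adrb1* did not. It passed both with no filter (adjusted p = 0.0671), a minimum mean of 20 (0.0767) and the replicate block (0.0752), and without the libraries labelled *Cnr1*+/+ replicate 1 (0.0595), *Cnr1*+/+ replicate 3 (0.0799) and *Cnr1*-/- replicate 3 (0.0130). It also passed with limma voom (0.0997), which gave 7 genes past both thresholds. That fit was added after seeing the data, but the methods of the paper name Limma-voom shrinkage of the error variance, so it lies nearer to the paper's method than the reported fit. The replicate numbers do not pair the libraries. The adjusted p of *Adrb1* ranged from 0.0130 to 0.888 over the alternatives.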

Other observations

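The tests of border-associated macrophages, the dissociation response, the time of collection, the erythrocyte list without 1 library, DNA around *Cnr1* and strain segments elsewhere were chosen only after the results were seen.

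Of the 10 splits of the 6 libraries, 3 gave at least 401 genes with a nominal p under 0.05, and 3 gave at least 6 genes past both thresholds, the split by label included in each. Chance alone therefore stays open for both counts, since 10 splits cannot give a share below 0.1. DNA of the embryonic stem cell strain around *Cnr1* is argued against as a large part of the genes: 3 of the 66 tested genes within 20 Mb had a nominal p under 0.05, against 398 of 6593 elsewhere (Fisher's exact p = 0.797). Strain segments elsewhere could hold some of the genes. The smallest adjusted p over nuclear windows of 10 Mb was 0.0700, for chromosome 13 from 20 to 30 Mb. The window of the mitochondrial chromosome had an adjusted p of 0.000140 and passed the limit of 0.05 as it was first worded; it was set aside as no segment of the nuclear genome only after its value was seen. Without it the smallest adjusted p was 0.139. This stays open.

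The glucocorticoid-responsive list was higher in the libraries labelled *Cnr1*-/-, and 1 of the 10 splits, the split by label itself, gave a camera p as small. The authors' normalisation as the whole cause is argued against by 10 of 11 genes higher under each of centring, quantile normalisation and rescaling. The median log2 fold change was 0.28, 0.26 and 0.26 in turn, against 0.36 under the authors' scaling. The largest camera p over these 3 was 2.04e-05, which decides little here. Camera compares the list with the other tested genes, so a shift of a whole library largely cancels. A dissociation response is argued against by its own list (camera p of 0.854 and adjusted p = 0.859, median log2 fold change 0.06 over 6 genes). The time of collection may contribute: 6 clock genes that peak with *Dbp* had a median log2 fold change of −0.16, with members in both directions, which decides nothing. Some clock genes, chosen after their values were seen, moved as a difference in time would move them: *Arntl* was higher (log2 fold change 1.11, 5.72 to 7.46 against 2.69 to 3.47 cpm) and *Per2*, which peaks at another time, was lower (−1.13, 1.52 to 1.91 against 2.59 to 5.99 cpm), as was *Tef* (−0.32). *Per1* moved against *Per2* (0.74), although it is also glucocorticoid-responsive, and *Nr1d1* (−0.15), *Dbp* (−0.17), *Per3* (0.09) and *Hlf* (0.07) moved little, so this stays open. *Ddit4*, *Nfkbia*, *Tsc22d3*, *Per1* and *Sgk1* were high in the libraries labelled *Cnr1*-/- replicates 1 and 2 and near the level of the libraries labelled *Cnr1*+/+ in replicate 3. These genes were singled out after their values were seen, and an effect of genotype stays open.

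The MHC class II list was lower in the libraries labelled *Cnr1*-/-, with a median log2 fold change of −0.43 over 6 genes (camera adjusted p = 9.90e-05), and 1 of the 10 splits, that by label, gave a camera p as small. *Cd74*, *H2-Aa*, *H2-Eb1* and *H2-Ab1* were lower and *H2-DMa* was higher under the authors' scaling and under centring, quantile normalisation and rescaling. *H2-DMb1* was near 0 under the authors' scaling (0.01) and slightly lower under the other 3, where 1 of 6 genes was higher. The authors' normalisation as the whole cause is argued against by these directions. The median log2 fold change was −0.51 with centring, −0.52 with quantile normalisation and −0.53 with rescaling. The largest camera p over those 3 was 0.000169, which decides little here, since a shift of a whole library largely cancels in camera. Fewer border-associated macrophages may contribute: their markers had a median log2 fold change of −0.27 (camera adjusted p = 0.000315, with a camera p as small in 2 of the 10 splits), but 3 of 8 were higher and fry gave an adjusted p of 0.568, so this stays open, as does an effect of genotype.

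The erythrocyte list had a median log2 fold change of 1.31 over 4 genes (camera adjusted p = 0.0690), and 6 of the 10 splits gave a camera p as small. In the library labelled *Cnr1*-/- replicate 2 the listed members summed to 2342 cpm, against 136 to 237 cpm in the others, with *Hba-a2* at 996 cpm and *Hbb-bs* at 669 cpm. Without that library the camera p was 0.583, and the neutrophil list was high in the same library, which makes blood cells in 1 library a likely source of both.

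The remaining lists did not pass an adjusted p of 0.05 with camera. The adjusted p was 0.720 for neuron, 0.0690 for oligodendrocyte, 0.172 for astrocyte, 0.859 for dissociation response, 0.859 for microglia identity, 0.110 for circadian clock and 0.175 for adrenergic receptor genes, and in this order 10, 4, 7, 9, 9, 4 and 5 of the 10 splits gave a camera p as small. Monocyte, endothelial and lymphocyte genes had fewer than 2 tested members; their sums per library ran from 26.5 to 42.3 cpm, 16.2 to 28.4 cpm and 5.29 to 9.99 cpm.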
